# Semiochemical responsive olfactory sensory neurons are sexually dimorphic and plastic

**DOI:** 10.7554/eLife.54501

**Published:** 2020-11-24

**Authors:** Aashutosh Vihani, Xiaoyang Serene Hu, Sivaji Gundala, Sachiko Koyama, Eric Block, Hiroaki Matsunami

**Keywords:** semiochemical, olfaction, sex differences, plasticity, olfactory receptor, pheromone, Mouse

## Abstract

Understanding how genes and experience work in concert to generate phenotypic variability will provide a better understanding of individuality. Here, we considered this in the main olfactory epithelium, a chemosensory structure with over a thousand distinct cell types in mice. We identified a subpopulation of olfactory sensory neurons, defined by receptor expression, whose abundances were sexually dimorphic. This subpopulation of olfactory sensory neurons was over-represented in sex-separated mice and robustly responsive to sex-specific semiochemicals. Sex-combined housing led to an attenuation of the dimorphic representations. Single-cell sequencing analysis revealed an axis of activity-dependent gene expression amongst a subset of the dimorphic OSN populations. Finally, the pro-apoptotic gene *Bax*was necessary to generate the dimorphic representations. Altogether, our results suggest a role of experience and activity in influencing homeostatic mechanisms to generate a robust sexually dimorphic phenotype in the main olfactory epithelium.

## Introduction

Emergence of individual variability is a ubiquitous feature across animals; individual variability refers to the differing biological factors ("nature"), experiences ("nurture"), and randomness (e.g., stochastic gene expression) that generate phenotypic variability. Evidence for this variability has led to extensive research on the adaptive significance and ecological, or evolutionary, consequences of individuality (Torquet et al., 2018). Nonetheless, insight into the relative contributions and proximal mechanisms of "nature" versus "nurture" in generating phenotypic variabilities have been largely elusive.

One robust example of nature-induced inter-individual variability is sexual dimorphism. Previous work has identified both anatomical and functional substrates of this variability in the nervous system of mice (Shah et al., 2004; Yang et al., 2013; Li et al., 2017; Remedios et al., 2017). Similarly, extensive literature points toward an essential role of nurture-induced variability by experience-dependent, or activity-dependent, neural plasticity (Zhao and Reed, 2001; Zou et al., 2004; Holtmaat and Svoboda, 2009). Here, to investigate how nature and nurture work in concert to generate phenotypic variability, we focused on the mouse main olfactory epithelium (MOE), a chemosensory structure devoted to the detection of volatile odor cues. Olfactory sensory neurons (OSNs) found in the MOE express a single olfactory receptor (OR) in a monoallelic fashion out of a large and diverse family of over 1000 candidate genes (Buck and Axel, 1991; Zhang and Firestein, 2002), thus enabling this system with an incredible potential for the emergence of individual variability at the level of cell types. Odor recognition at the level of OSNs additionally has been shown to follow a combinatorial coding scheme where one OR can be activated by a set of odorants and one odorant can activate a combination of ORs (Malnic et al., 1999; Jiang et al., 2015). Through such combinatorial coding, it has been postulated that organisms, including mice and humans, can detect and discriminate against a myriad of odor molecules.

We performed RNA-Seq on the whole olfactory mucosa of mice of different sexes ("nature") and experiences ("nurture") to investigate origins of inter-individual differences. In doing so, we uncovered a subset of ORs that exhibit sexually dimorphic expression under sex-separated conditions. In situ mRNA hybridization probing for the expression of these ORs demonstrated the proportions of OSNs expressing these ORs to be differentially represented between the sexes. Activity-dependent labeling experiments further identified the female enriched subpopulation of OSNs as selective responders to odor cues generated by mature male mice. Targeted screening of previously identified sex-specific and sex-enriched volatiles demonstrated that this subpopulation of OSNs also responded robustly to the reproductive behavior and physiology modifying semiochemicals 2-*sec*-butyl-4,5-dihydrothiazole (SBT) and (methylthio)methanethiol (MTMT) in vivo. Similarly, male enriched subpopulations of OSNs were identified as selective responders to macrocyclic musk odorants. To test the role of experience in generating the sexually dimorphic representation of ORs, we switched male and female mice from sex-separated conditions to sex-combined conditions and learned that the dimorphic representations had severely attenuated. Examination of single-cell transcriptomes from male OSNs expressing sexually dimorphic ORs revealed an enrichment of activity-dependent gene expression amongst OSNs expressing ORs enriched in female mice. Finally, testing of sex-separated mutant mice null for the pro-apoptotic gene Bcl2-associated X protein (*Bax^-/-^)* revealed a failure to generate robust sexual dimorphisms within the whole olfactory mucosa. Altogether, our results suggest a link between specific olfactory experiences and OSN lifespan via activity as a means to influence sensory cell-level odor representations in the olfactory system.

## Results

### Identification of sexually dimorphic ORs in the MOE

We first performed RNA-Seq on the whole olfactory mucosa of male and female mice at various ages housed under sex-separated conditions after weaning (Figure 1A). Differential expression analysis of ORs revealed no obvious sexually dimorphic OR expression at 3 weeks (weaning) age. In contrast, progressive differential expression analysis of ORs at 9, 26, and 43 weeks age revealed at least three OR genes, *Olfr910*, *Olfr912*, and *Olfr1295*, to exhibit growing and robust enrichment in female mice (male enriched ORs are discussed later; Figure 1B–E). Examination of the proportion reads aligned to each of these ORs longitudinally revealed amplification of the dimorphism between the sexes with longer-term sex-separation (Figure 1F). Furthermore, this amplification appeared to exhibit receptor-specific patterns, as *Olfr1295* exhibited near-maximally dimorphic enrichment in female mice by 9 weeks age. In contrast, *Olfr910* and *Olfr912*, which did not exhibit obvious dimorphic expression at 9 weeks age, were robustly dimorphic by 43 weeks age (at 43 weeks old: *Olfr910* log_2_FC = 2.19 FDR < 6.71E-26, *Olfr912* log_2_FC = 1.97 FDR < 3.41E-14, *Olfr1295* log_2_FC = 2.55 FDR < 5.83E-19).

**Figure 1.**
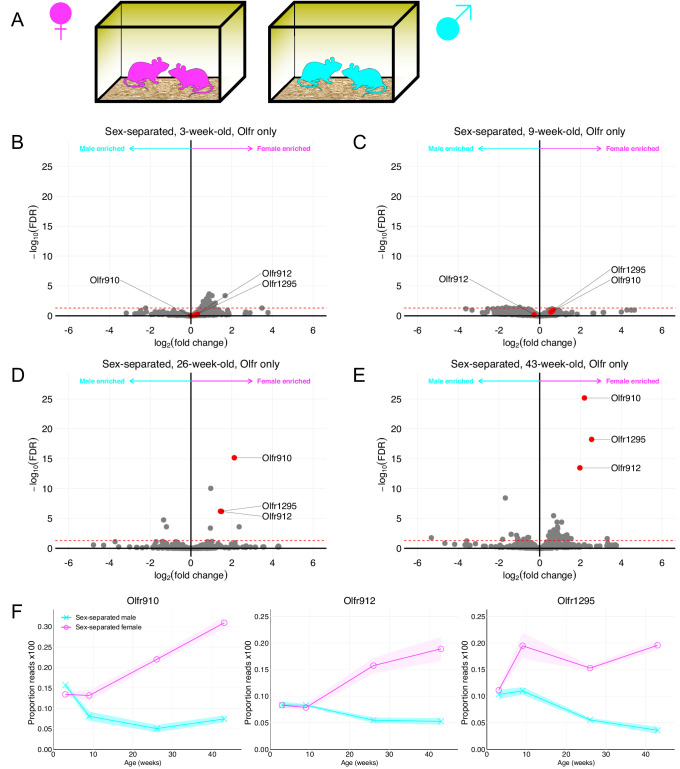
Identification of ORs exhibiting sexually dimorphic expression in sex-separated mice. (**A**) Schematic of the housing setup. For sex-separation, male mice were co-housed exclusively with male mice. Female mice were co-housed exclusively with female mice. (**B**) Volcano plot comparing expression of *Olfrs* between 3-week-old sex-separated male and female mice. *Olfr910*, *Olfr912*, and *Olfr1295* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 male and n = 3 female mice. (**C**) Volcano plot comparing expression of *Olfrs* between 9-week-old sex-separated male and female mice. (**D**) Volcano plot comparing expression of *Olfrs* between 26-week-old sex-separated male and female mice. (**E**) Volcano plot comparing expression of *Olfrs* between 43-week-old sex-separated male and female mice. (**F**) Longitudinal plotting of the mean and SEM of proportions of reads aligned to *Olfr910*, *Olfr912*, and *Olfr1295* in sex-separated male and female mice.

Past work demonstrating a correlation between OR transcript abundance and the number of OSNs expressing those ORs led us to quantify the number of OSNs expressing these ORs (Khan et al., 2011; Ibarra-Soria et al., 2017). We probed specifically for the expression of *Olfr910*, *Olfr912*, and *Olfr1295* on the MOE of sex-separated male and female mice using anti-sense probes against the 3′ untranslated regions (UTRs) of each of these ORs (Figure 2—figure supplement 1A-C). The results of the in situ mRNA hybridization demonstrated that the proportion of OSNs expressing *Olfr910*, *Olfr912*, *and Olfr1295* was greater in 43-week-old female mice than in 43-week-old male mice (all p < 0.0001, unpaired two-tailed t-test; Figure 2A–C). Altogether, these results demonstrate that the subpopulation of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* are over-represented in sex-separated female mice compared to sex-separated male mice.

**Figure 2.**
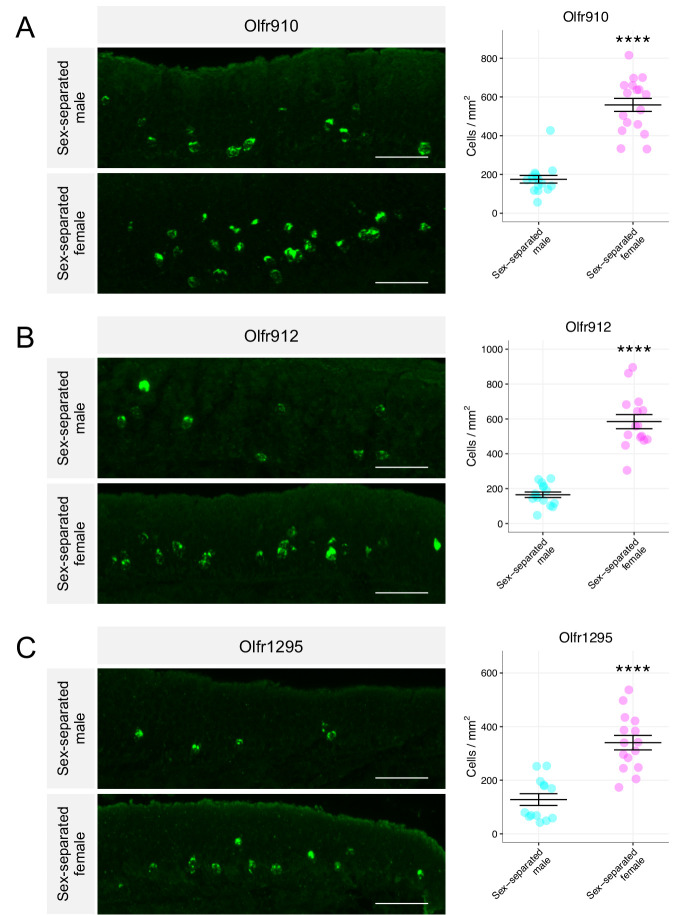
Sexually dimorphic expression of ORs is consistent with a change in the number of OSNs expressing those ORs. (**A**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr910* in 43-week-old sex-separated male (top) and female (bottom) mice. Scale bars indicate 50 μm. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr910* in 43-week-old male and female mice. An unpaired two-tailed t-test revealed statistical difference (****p < 0.0001) between males and females. Data are from n = 3 male and n = 3 female mice. (**B**) Representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr912* in 43-week-old sex-separated male (top) and female (bottom) mice. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr912* in 43-week-old male and female mice. An unpaired two-tailed t-test revealed statistical difference (****p < 0 .0001) between males and females. (**C**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr1295* in 43-week-old sex-separated male (top) and female (bottom) mice. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr1295* in 43-week-old male and female mice. An unpaired two-tailed t-test revealed statistical difference(****p < 0 .0001) between males and females. Figure 2—source data 1.Summary statistics for Figure 2.

**Figure 2—figure supplement 1.**
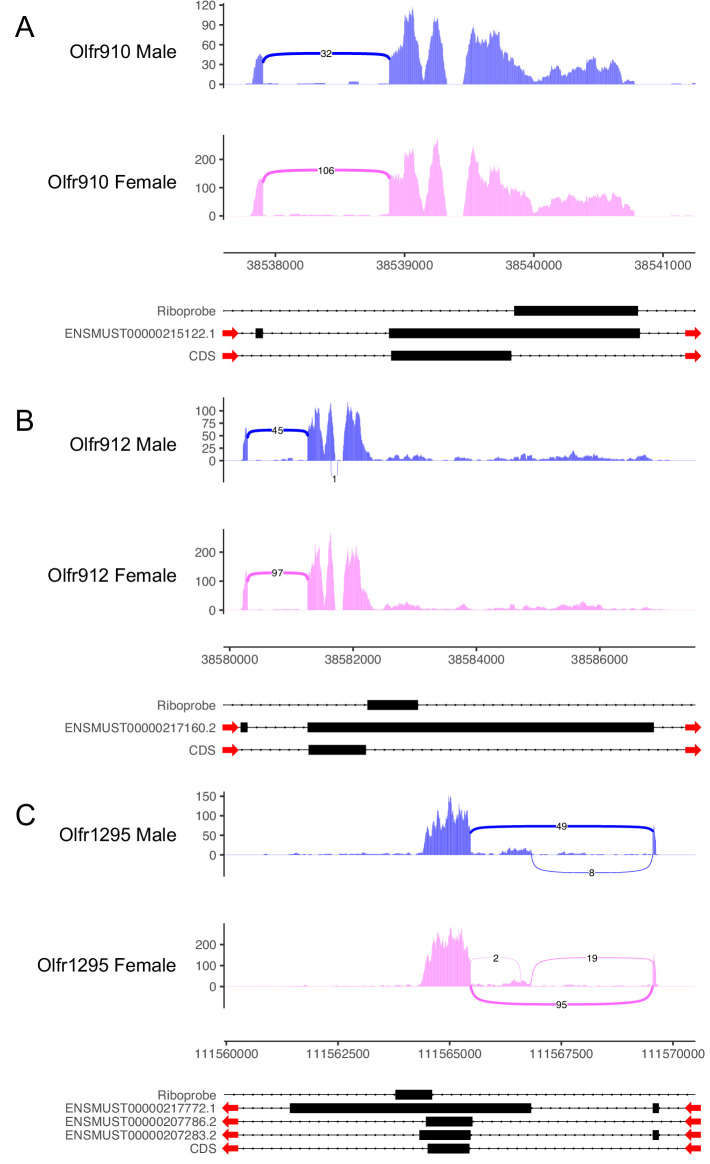
Architecture of reads uniquely mapping to female-enriched ORs. (**A**) Architecture of reads uniquely mapped to *Olfr910* in male and female mice. Shown are the defined transcript variants, coding sequence (CDS), uniquely designed riboprobe, and 5′ to 3′ directionality (red arrows). The y-axis shows the number of mapped reads along genomic coordinates described on the x-axis. Reads crossing exon junctions are also quantified. (**B**) Architecture of reads uniquely mapped to *Olfr912*. (**C**) Architecture of reads uniquely mapped to *Olfr1295*.

### Sexually dimorphic OSNs are selectively activated by the scent of adult male mice in vivo

Our identification of a subpopulation of OSNs over-represented in sex-separated female mice led us to hypothesize a role of the associated ORs in detecting sex-specific odors. To test this hypothesis, we briefly exposed juvenile mice (~3 weeks old) to either a blank odor cassette (control), mature male mice, mature female mice, or 10 μL of 1% (v/v) acetophenone spotted onto blotting paper placed inside an odor cassette (Figure 3A). We specifically focused on OSNs expressing *Olfr910*, *Olfr912*, or *Olfr1295* by in situ mRNA hybridization and performed immunostaining for the phosphorylation of ribosomal subunit S6 (pS6), a pan-neuronal marker of activity (Knight et al., 2012; Jiang et al., 2015).

**Figure 3.**
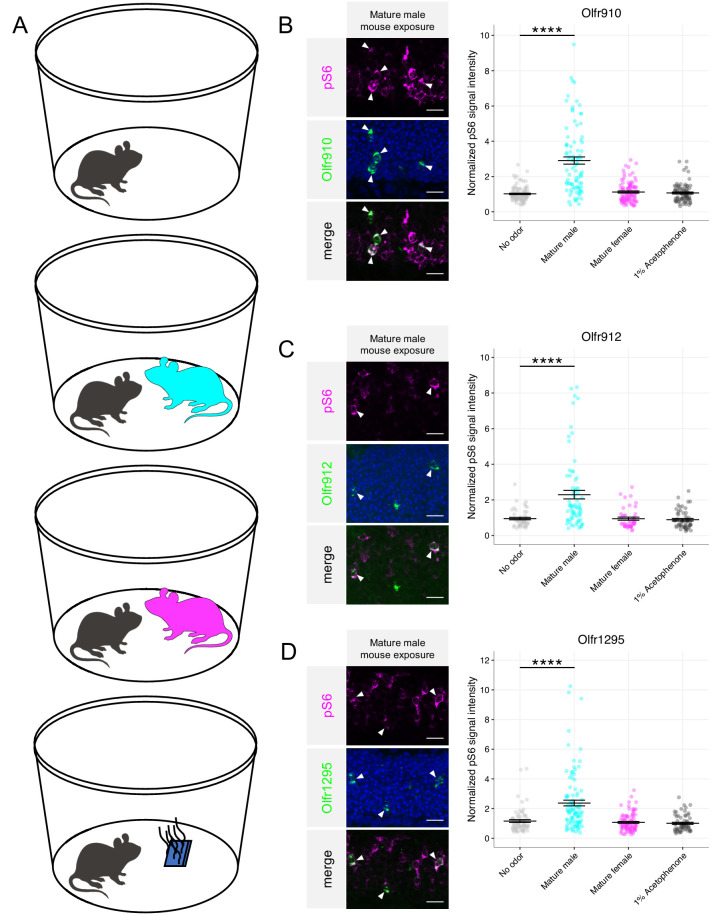
Sexually dimorphic ORs are activated by mature male mouse odor. (**A**) Schematic of exposure experiment. A juvenile mouse (black) was exposed to (in descending order) a clean environment, mature male mice, mature female mice, or 1% (v/v) acetophenone for 1 hr in a sealed container. (**B**) Left: representative *in situ* mRNA hybridization and pS6 immunostaining showing co-localization events, as indicated by arrowheads, between OSNs expressing *Olfr910* and pS6 signal induction following exposure of a juvenile mouse to adult male mice. Scale bars indicate 20 μm. Right: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr910* following exposure of a juvenile mouse to multiple stimuli. One-way ANOVA with Dunnett’s multiple comparisons test correction reveals that only exposure to mature male mice leads to significant (****p < 0.0001) pS6 induction within OSNs expressing *Olfr910.* Data are from n = 3 juvenile mice. (**C**) Left: representative *in situ* mRNA hybridization and pS6 immunostaining showing co-localization events between OSNs expressing *Olfr912* and pS6 signal induction following exposure of a juvenile mouse to adult male mice. Right: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr912* following exposure of a juvenile mouse to multiple stimuli (****p < 0.0001). (**D**) Left: representative in situ mRNA hybridization and pS6 immunostaining showing co-localization events between OSNs expressing *Olfr1295* and pS6 signal induction following exposure of a juvenile mouse to adult male mice. Right: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr1295* following exposure of a juvenile mouse to multiple stimuli (****p < 0.0001). Figure 3—source data 1.Summary statistics for Figure 3.

**Figure 3—figure supplement 1.**
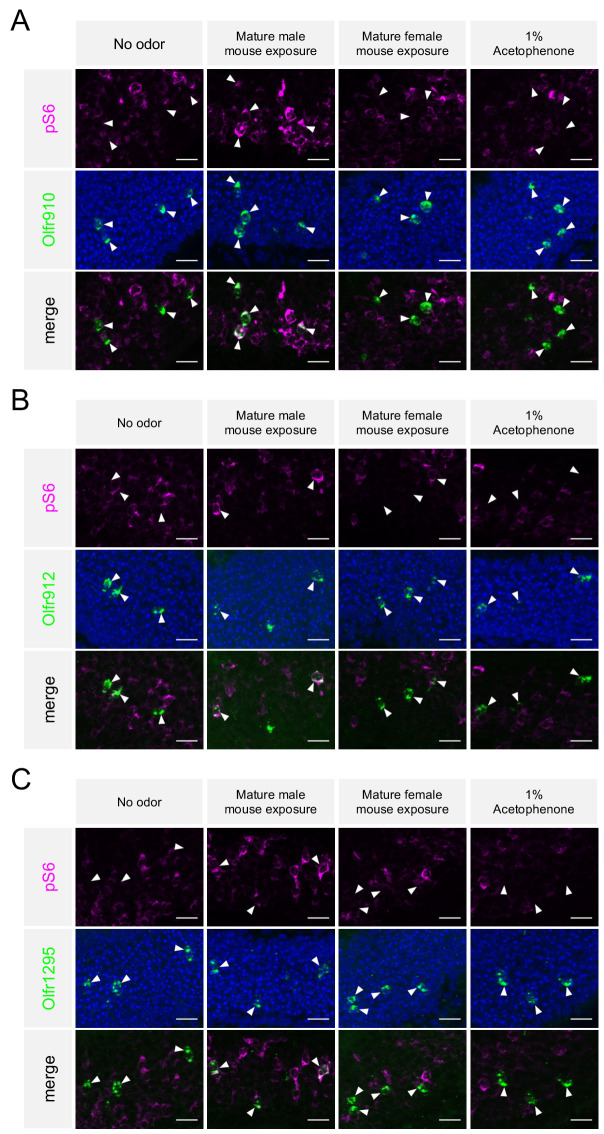
Example *in situ* stainings showing sexually dimorphic ORs are activated by mature male mouse odor. (**A**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr910* expression and pS6 immunostainings. Co-localization events are only seen following mature male mouse exposure as indicated by arrowheads. Scale bars indicate 20 μm. (**B**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr912* expression and pS6 immunostainings. (**C**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr1295* expression and pS6 immunostainings.

Double in situ mRNA hybridization and immunostaining revealed the population of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* to display elevated pS6 staining intensity only when exposed to mature male mice (all p < 0.0001, one-way ANOVA with Dunnett’s multiple comparisons test correction; Figure 3B–D, Figure 3—figure supplement 1A-C). Exposure to mature female mice or acetophenone did not lead to significant pS6 induction in the population of OSNs expressing either *Olfr910*, *Olfr912*, or *Olfr1295* (all p > 0.05, one-way ANOVA with Dunnett’s multiple comparisons test correction; Figure 3B–D, Figure 3—figure supplement 1A-C). Altogether, these results demonstrate that the subpopulation of OSNs that express *Olfr910*, *Olfr912*, or *Olfr1295* to be responders to the natural scent of mature male mice.

### Sexually dimorphic OSNs are selectively responsive to specific semiochemicals in vivo

The observation that OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* are activated by the scent of mature male mice led us to hypothesize that this subpopulation of OSNs responds specifically to sexually dimorphic odors produced by mature male mice. To test this hypothesis, we searched the literature for known sex-specific or sex-enriched odors and leveraged phosphorylated S6 ribosomal subunit capture (pS6-IP) as a means to determine the molecular identities of the OSNs activated by monomolecular odorants in vivo. 

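Values behind the pS6-IP-Seq results come from 51 libraries, each made from the whole olfactory mucosa of 1 mouse about 3 weeks old after 1 hr of exposure to 10 μL of stimulus or diluent. Immunoprecipitation with the pS6 antibody retrieves ribosomes, with their mRNA, from recently active cells, so a transcript of activated OSNs takes a larger share of the reads than in diluent-exposed mice. The libraries comprise 30 from odor-exposed mice, in 10 groups of 3, and 21 from diluent-exposed mice, in 7 groups of 3. Mice exposed to (E)-β-farnesene, 2,5-DMP and 100 μM MTMT were compared with the same 3 control mice, and mice exposed to 1% and 100% SBT with another 3, so that these comparisons are not independent of each other. The sample labels do not name the diluent that each control mouse received; the paper gives water for (E)-β-farnesene and 2,5-DMP and ethanol for MTMT, so at least 1 of the comparisons with the same controls may mix odor with diluent. The authors aligned the reads with STAR to GRCm38.p6, estimated the reads of each gene with RSEM, and kept the intact Olfr genes; the values used here are the resulting whole numbers of reads, without normalization, for 1117 OR genes in each library. Between 27301 and 160001 reads per library were assigned to OR genes, with a median of 93870. The control mice for 1% and 100% SBT had the fewest, 27301 to 57154 with a median of 44027, against 41426 to 66366 (median 63712) after 1% SBT and 57551 to 104517 (median 81626) after 100% SBT. Mice exposed to 0.01% SBT had 95511 to 160001 OR reads (median 99693) and their controls 78076 to 137266 (median 100575). After 100 μM MTMT the totals were 104814 to 111854 (median 109340), after (E)-β-farnesene 118525 to 140471 (median 124002) and after 2,5-DMP 93870 to 148900 (median 114784), with 62538 to 124921 (median 123436) in the controls that these 3 groups shared. Totals were 68472 to 91033 (median 85158) after 10 mM MTMT against 50304 to 70770 (median 51613) in its controls, and 60638 to 145910 (median 102328) after CPD against 52921 to 69013 (median 63181). For DHB they were 83824 to 142652 (median 135397) against 64000 to 135686 (median 121349), and for β-caryophyllene 78828 to 99952 (median 96275) against 70658 to 110580 (median 88058). In each comparison, ORs with at least 10 reads over the 6 libraries were tested, which left 1043 to 1072 ORs, and counts were scaled by edgeR's TMM factors over the OR genes. Odor-exposed and diluent-exposed mice were compared with edgeR's quasi-likelihood test without pairing of mice, and p-values were adjusted by the Benjamini-Hochberg method over the ORs tested, with a threshold of 0.05. The common biological coefficient of variation ranged from 0.246 for 2,5-DMP to 0.515 for 1% SBT. Counts were simulated with the depth and spread of each comparison, with about 200 ORs changed by a log2 fold change of 2 or 3 in size. These gave back 61.5% of the changed ORs for 1% SBT and 94.4% for DHB, the lowest and highest recovery of the 10 comparisons. Recovery with fewer changed ORs, where the adjustment is stricter, was not simulated.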

Immunoprecipitation of phosphorylated ribosomes from activated neurons, followed by associated mRNA profiling by RNA-Seq (pS6-IP-Seq) and differential expression analysis, enabled us to perform an unbiased identification of the molecular profiles, including ORs expressed, of OSNs activated by specific odorants (Figure 4A; Jiang et al., 2015; Hu et al., 2020).

**Figure 4.**
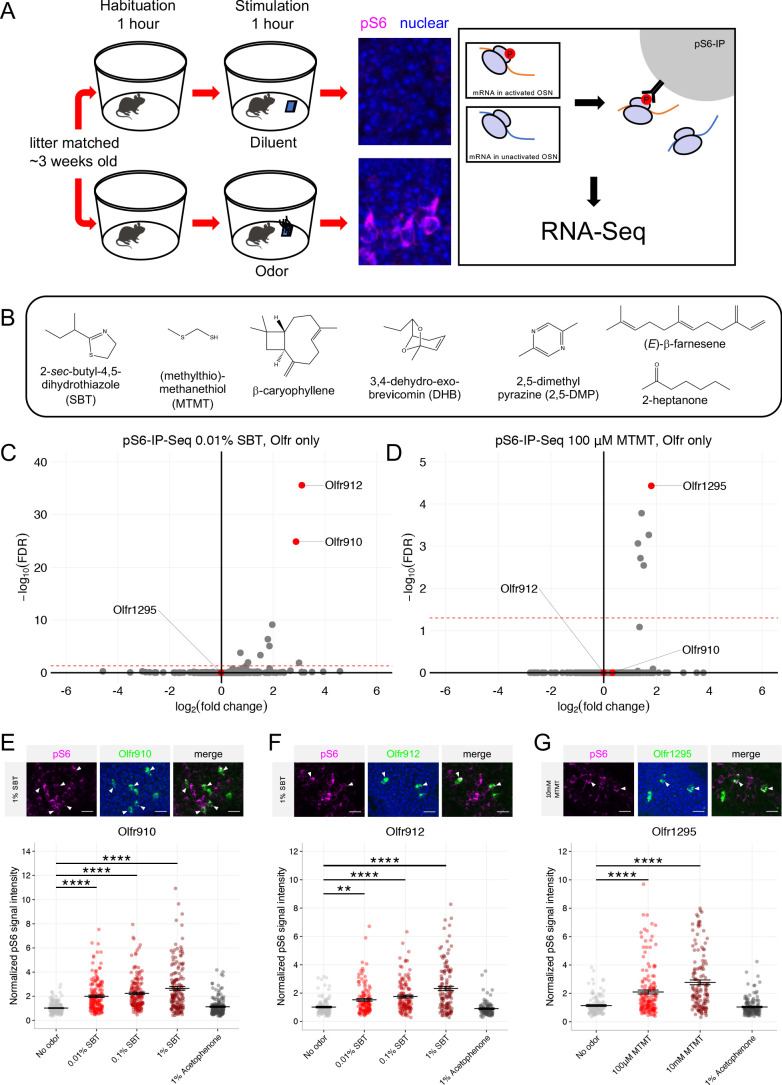
Sexually dimorphic ORs are activated by mature male mouse semiochemicals SBT and MTMT. (**A**) Schematic of the pS6-IP-Seq experiment. Litter matched, ~3 week-old (juvenile) mice are used. Mice are habituated to an odor-free environment for 1 hr. One mouse then receives exposure to an odor stimulus, while another receives exposure to the diluent, each for 1 hr. Whole olfactory mucosa is then harvested and immunoprecipitated using an antibody against pS6. (**B**) The panel of sex-specific and sex-enriched volatiles screened using pS6-IP-Seq. (**C**) Volcano plot showing the results of pS6-IP-Seq using 0.01% (v/v) SBT diluted in water as stimulus. *Olfr910*, *Olfr912*, and *Olfr1295* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 control (diluent-exposed) mice and n = 3 experimental (odor-exposed) mice. (**D**) Volcano plot showing the results of pS6-IP-Seq using 100 μM MTMT dissolved in ethanol as stimulus. (**E**) Top: representative *in situ* mRNA hybridization and pS6 immunostaining showing co-localization events between OSNs expressing *Olfr910* and pS6 signal induction following exposure of a juvenile mouse to 1% (v/v) SBT diluted in water. Scale bars indicate 20 μm. Bottom: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr910* following exposure of a juvenile mouse to increasing concentrations of SBT and 1% (v/v) acetophenone. One-way ANOVA with Dunnett’s multiple comparisons test correction reveals only exposure to 0.01% (v/v) SBT, 0.1% (v/v) SBT, and 1% (v/v) SBT leads to significant pS6 induction within OSNs expressing *Olfr910* (****p < 0.0001). Data are from n = 3 juvenile mice. (**F**) Top: representative *in situ* mRNA hybridization and pS6 immunostaining showing co-localization events between OSNs expressing *Olfr912* and pS6 signal induction following exposure of a juvenile mouse to 1% (v/v) SBT diluted in water. Bottom: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr912* following exposure of a juvenile mouse to increasing concentrations of SBT and 1% (v/v) acetophenone (**p < 0.01, ****p < 0.0001). (**G**) Top: representative *in situ* mRNA hybridization and pS6 immunostaining showing co-localization events between OSNs expressing *Olfr1295* and pS6 signal induction following exposure of a juvenile mouse to 10 mM MTMT diluted in ethanol. Bottom: summary data showing the mean and SEM of pS6 induction in OSNs expressing *Olfr1295* following exposure of a juvenile mouse to increasing concentrations of MTMT and 1% (v/v) acetophenone (****p < 0.0001). Figure 4—source data 1.Summary statistics for Figure 4.

**Figure 4—figure supplement 1.**
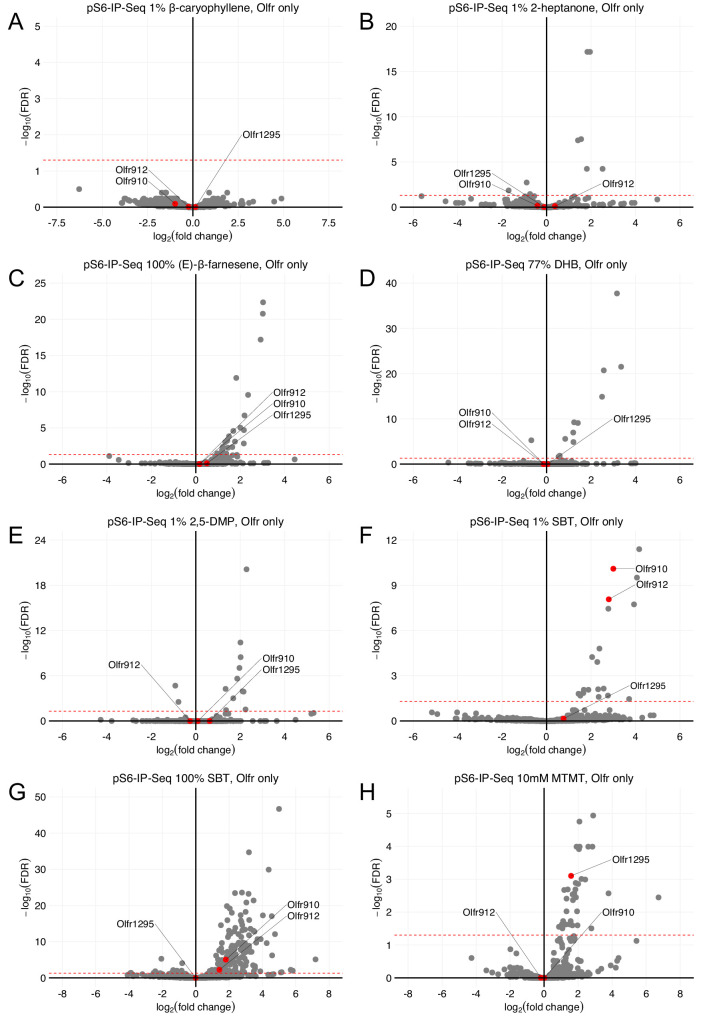
Sexually dimorphic ORs are not activated by sex-specific or sex-enriched odorants that are not SBT or MTMT. (**A**) Volcano plot showing the results of pS6-IP-Seq using 1% (v/v) β-caryophyllene dissolved in water as stimulus. *Olfr910*, *Olfr912*, and *Olfr1295* are highlighted in red and not enriched. The red dashed line indicates an FDR = 0.05. Data are from n = 3 control (diluent-exposed) mice and n = 3 experimental (odor-exposed) mice. (**B**) Volcano plot showing the results of pS6-IP-Seq using 1% (v/v) 2-heptanone dissolved in water as stimulus. (**C**) Volcano plot showing the results of pS6-IP-Seq using 100% (*E*)-β-farnesene dissolved in water as stimulus. (**D**) Volcano plot showing the results of pS6-IP-Seq using 77% (v/v) DHB dissolved in water as stimulus. (**E**) Volcano plot showing the results of pS6-IP-Seq using 1% (v/v) 2,5-DMP dissolved in water as stimulus. (**F**) Volcano plot showing the results of pS6-IP-Seq using 1% (v/v) SBT dissolved in water as stimulus. (**G**) Volcano plot showing the results of pS6-IP-Seq using 100% SBT as stimulus. (**H**) Volcano plot showing the results of pS6-IP-Seq using 10 mM MTMT dissolved in ethanol as stimulus.

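After exposure to 1% β-caryophyllene, none of 1048 ORs tested passed an adjusted p of 0.05 by edgeR's quasi-likelihood test, and 51 had an unadjusted p below 0.05. The lowest Benjamini-Hochberg adjusted p in that test was 0.904. None passed by DESeq2, with the replicate number as a block or in any of the other alternatives run. Log2 fold changes in the β-caryophyllene-exposed mice were -0.52 for *Olfr910* (standard error 0.66), -0.21 for *Olfr912* (standard error 0.44) and 0.20 for *Olfr1295* (standard error 0.41), each smaller than its standard error. The lower value of *Olfr910* came from 1 library, β-caryophyllene replicate 2, with 4 *Olfr910* reads among 99952 OR reads (0.00400%, 95% Wilson interval 0.00156% to 0.0103%), while the other 2 odor libraries had 36 and 70. After (E)-β-farnesene the log2 fold changes of *Olfr910* and *Olfr912* were both -0.11 (standard error 0.29 each) and that of *Olfr1295* was 0.23 (standard error 0.25), all with a Benjamini-Hochberg adjusted p of 0.992. After DHB they were -0.18, -0.14 and -0.05 (standard errors 0.34, 0.31 and 0.31; adjusted p = 0.994 for each). After 2,5-DMP *Olfr910* and *Olfr912* changed by -0.03 and -0.33 on the log2 scale (standard errors 0.29 and 0.32) and *Olfr1295* by 0.52 (standard error 0.25), with an adjusted p of 0.991 for each. The 3 mice exposed to 2,5-DMP each had a larger share of *Olfr1295* reads than every control mouse (two-sided exact permutation test, p = 0.1, the smallest that 3 mice against 3 allow). In the simulated counts for β-caryophyllene, with log2 fold changes of 2 or 3 in size, 60.9% of changed ORs in the lower-count part of the list were recovered. In the upper-count part 97.2% were. Recovery of smaller changes was not simulated.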

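After exposure to 1% SBT, 9 of 1043 ORs tested were higher past an adjusted p of 0.05 and 0 were lower, with log2 fold changes from 1.87 to 3.84. *Olfr910* had the lowest p, with a log2 fold change of 2.88 (standard error 0.45, Benjamini-Hochberg adjusted p = 0.0109), and its share of OR reads was 0.607 ± 0.256% (SD, n = 3) against 0.0878 ± 0.0306% (SD, n = 3) in the control mice. *Olfr912* rose by 2.63 on the log2 scale (standard error 0.44, adjusted p = 0.0115), with a share of 0.452 ± 0.158% (SD, n = 3) against 0.0785 ± 0.0342% (SD, n = 3). *Olfr914* (3.84), *Olfr196* (3.63) and *Olfr1353* (2.59) were the other 3 of the 5 ORs with the lowest adjusted p, at 0.0109, 0.0115 and 0.0145. The number of calls at this dose depended on single libraries. Without 1% SBT replicate 1, 0 ORs passed the threshold and the lowest adjusted p of these 5 ORs was 0.0587. Their log2 fold changes then were 2.77 for *Olfr910*, 2.49 for *Olfr912*, 3.64 for *Olfr914*, 3.56 for *Olfr196* and 2.31 for *Olfr1353*, so their size did not rest on that library. Without control replicate 2, 5 ORs passed, and *Olfr1353* did not (adjusted p = 0.122). In 1% SBT replicate 1, a single OR, *Olfr545*, took 5964 of 41426 OR reads (14.4%, 95% Wilson interval 14.1% to 14.7%). At 100% SBT, 112 of 1050 ORs were higher and 8 lower, and with library totals in place of TMM factors 85 were higher and 42 lower. With the replicate number as a block, since the numbers were taken as pairing the mice of these comparisons, 125 were higher and 18 lower at 100% SBT, and 11 higher and 0 lower at 1% SBT. *Olfr506* (log2 fold change 4.77, standard error 0.41) and *Olfr96* (3.01, standard error 0.27) had the lowest adjusted p, 2.62e-05 for both, and *Olfr30* (2.17), *Olfr11* (3.00) and *Olfr20* (4.16) followed with 7.67e-05. The share of *Olfr506* was 0.730 ± 0.124% (SD, n = 3) of OR reads against 0.0355 ± 0.0174% (SD, n = 3) in the control mice. Lowest among the ORs that fell was the adjusted p of *Olfr642* (log2 fold change -2.16, adjusted p = 0.00263), followed by *Olfr140* (-0.99, 0.00504) and *Olfr749* (-1.15, 0.0258); of the 8 that fell, 1 was past 0.05 with whole-library scaling in place of scaling over OR genes, while all 8 kept a negative sign, and all 8 were past 0.05 with that scaling, the replicate block and the likelihood ratio test together. The number of lower ORs was 3 without control replicate 1, 2 without 100% SBT replicate 1 and 4 without 100% SBT replicate 3. *Olfr749* also lost the threshold without control replicate 1, 100% SBT replicate 1 or 100% SBT replicate 3 (adjusted p = 0.0674, 0.144 and 0.0911). *Olfr910* ranked 82 by p after 100% SBT, with a log2 fold change of 1.60 (standard error 0.37, adjusted p = 0.00921) and a share of 0.207 ± 0.0391% (SD, n = 3). The change of *Olfr912* was 1.19 (standard error 0.39, adjusted p = 0.0716, 0.00655 to 0.238 over the alternatives), with a share of 0.139 ± 0.0315% (SD, n = 3); with the replicate number as a block it was 1.24 (adjusted p = 0.0453), and without control replicate 2 it was 1.62 (adjusted p = 0.0217). After 10 mM MTMT, 0 of 1054 ORs passed the threshold with edgeR's quasi-likelihood test (smallest adjusted p = 0.449; 69 ORs with an unadjusted p below 0.05), 15 did with DESeq2, 5 with edgeR's exact test, 5 with its likelihood ratio test and 38 without 10 mM MTMT replicate 1. The share of *Olfr1295* was 0.424% (95% Wilson interval 0.383% to 0.470%) and 0.491% (0.448% to 0.539%) of OR reads in 10 mM MTMT replicates 2 and 3, and 0.0876% (0.0681% to 0.113%) in replicate 1, against 0.0911% to 0.169% in the 3 control mice. Its log2 fold change was 1.74 (standard error 0.60, adjusted p = 0.478, 0.00248 to 0.968 over the alternatives), and without replicate 1 it was 2.21 (adjusted p = 0.00248). Replicate 1 also had 350 reads from *Olfr1437* and 618 from *Olfr235*, the ORs that the paper names for CPD, with log2 changes of 3.10 and 4.04 against its controls. A wrong label of that library was not excluded. In replicate 3, *Olfr541* took 9.79% and *Olfr1437* 6.29% of OR reads. The intervals on shares cover counting error only, since the reads carry no molecular identifiers.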

**Figure 4—figure supplement 2.**
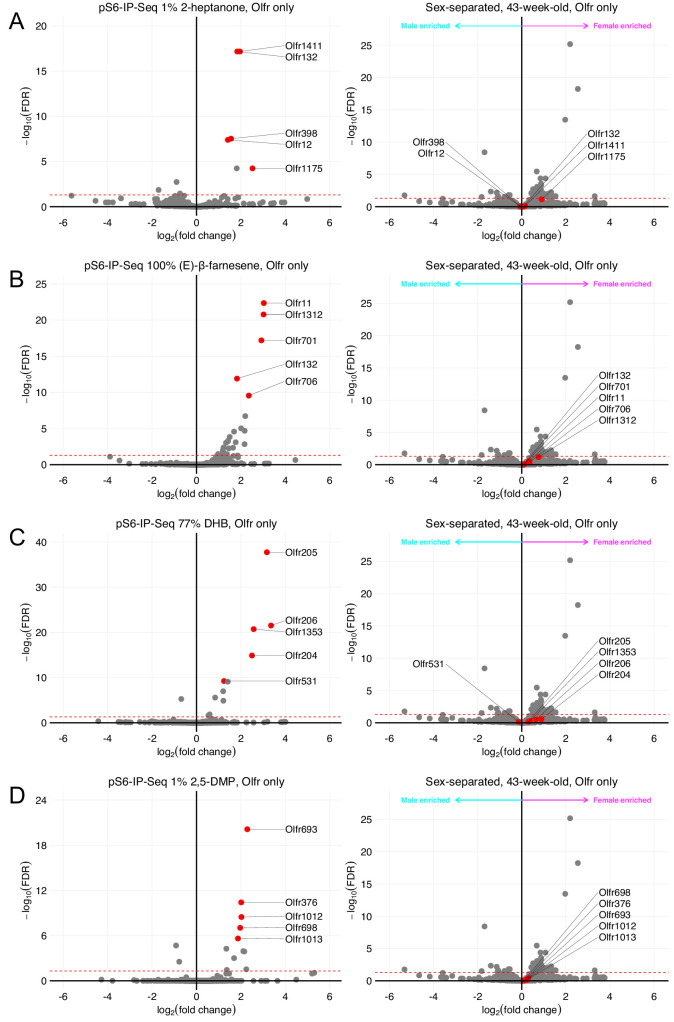
Cognate ORs for other sex-specific and sex-enriched volatiles are not sexually dimorphic. (**A**) Left: the top five candidate ORs activated by 1% (v/v) 2-heptanone exposure, based on lowest FDR values, are highlighted in red. Right: none of the top five candidate ORs activated by 1% (v/v) 2-heptanone exposure exhibit sexual dimorphism in 43-week-old sex-separated mice. Data are from n = 3 control (diluent-exposed) mice and n = 3 experimental (odor-exposed) mice. (**B**) Left: the top five candidate ORs activated by 100% (*E*)-β-farnesene exposure, based on lowest FDR values, are highlighted in red. Right: none of the top five candidate ORs activated by 100% (*E*)-β-farnesene exposure exhibit sexual dimorphism in 43-week-old sex-separated mice. (**C**) Left: the top five candidate ORs activated by 77% (v/v) DHB exposure, based on lowest FDR values, are highlighted in red. Right: none of the top five candidate ORs activated by 77% (v/v) DHB exposure exhibit sexual dimorphism in 43-week-old sex-separated mice. (**D**) Left: the top five candidate ORs activated by 1% (v/v) 2,5-DMP exposure, based on lowest FDR values, are highlighted in red. Right: none of the top five candidate ORs activated by 1% (v/v) 2,5-DMP exposure exhibit sexual dimorphism in 43-week-old sex-separated mice.

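Exposure to (E)-β-farnesene raised 19 of 1071 ORs past an adjusted p of 0.05 and lowered 0, with log2 fold changes from 0.93 to 2.75. *Olfr11* had the lowest adjusted p (9.98e-07), with a log2 fold change of 2.75 (standard error 0.26) and a share of 0.585 ± 0.0361% (SD, n = 3) of OR reads against 0.0899 ± 0.00917% (SD, n = 3) in the control mice. The shares of *Olfr701* and *Olfr1312* were 0.576 ± 0.0324% and 0.449 ± 0.0696% (SD, n = 3 each) against 0.0960 ± 0.0230% and 0.0704 ± 0.0166% (SD, n = 3 each), with log2 fold changes of 2.62 and 2.73 and a Benjamini-Hochberg adjusted p of 1.26e-06 for both. *Olfr1280* (log2 fold change 1.88, adjusted p = 0.000108) ranked 4 and *Olfr706* (2.15, 0.000203) 5 by p, and *Olfr132* (1.50, 0.00238) ranked 9. Without control replicate 2, *Olfr132* had a log2 fold change of 1.42 and an adjusted p of 0.0533 (5.53e-11 to 0.0533 over the alternatives). The number of ORs past the threshold was 10 without control replicate 2, 12 without (E)-β-farnesene replicate 1 and 8 without (E)-β-farnesene replicate 2. With each library left out in turn, the log2 fold change of *Olfr11* stayed between 2.65 and 2.82, that of *Olfr1312* between 2.61 and 2.97 and that of *Olfr701* between 2.53 and 2.82. Of the ORs called, 7 had another called OR within 100 kb, among them *Olfr701*, *Olfr705* and *Olfr706*.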

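Exposure to DHB raised 6 of 1064 ORs past an adjusted p of 0.05, with log2 fold changes from 1.23 to 3.23, and lowered 0. *Olfr205* (log2 fold change 3.11, standard error 0.29, Benjamini-Hochberg adjusted p = 8.68e-07) took 0.475 ± 0.0182% (SD, n = 3) of OR reads after DHB and 0.0594 ± 0.0170% (SD, n = 3) in the control mice. For *Olfr206* (3.23, standard error 0.35, adjusted p = 6.56e-06) the shares were 0.335 ± 0.0293% (SD, n = 3) and 0.0401 ± 0.0248% (SD, n = 3). *Olfr1353* followed with a log2 fold change of 2.56 (adjusted p = 8.12e-06) and *Olfr204* with 2.43 (adjusted p = 4.71e-05). These 4 ORs stayed past the threshold in all 16 alternatives, with their highest adjusted p between 0.000203 and 0.00227. *Olfr204*, *Olfr205* and *Olfr206* lie within 100 kb of one another's loci. *Olfr46* ranked 5, with a log2 fold change of 1.36 (adjusted p = 0.0133, 5.82e-05 to 0.121 over the alternatives), and was not past 0.05 without control replicate 1 (0.0727), control replicate 3 (0.1) or DHB replicate 2 (0.121). *Olfr531* ranked 6, with 1.23 (adjusted p = 0.0333, 0.000156 to 0.89 over the alternatives), and was not past 0.05 without control replicate 1 (0.125), control replicate 2 (0.211), control replicate 3 (0.167), DHB replicate 1 (0.222) or DHB replicate 2 (0.145).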

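Exposure to 2,5-DMP raised 9 of 1070 ORs past an adjusted p of 0.05, with log2 fold changes from 1.24 to 2.16, and lowered 0. *Olfr693* had the lowest adjusted p (4.26e-05), with a log2 fold change of 2.16 (standard error 0.25) and a share of 0.780 ± 0.0947% (SD, n = 3) of OR reads against 0.171 ± 0.0192% (SD, n = 3) in the control mice. *Olfr1012* took 0.198 ± 0.0223% and *Olfr1013* 0.272 ± 0.0748% (SD, n = 3 each) of OR reads, against 0.0530 ± 0.0110% and 0.0798 ± 0.0204% (SD, n = 3 each). Their log2 fold changes were 1.88 (Benjamini-Hochberg adjusted p = 0.000148) and 1.76 (0.000826). *Olfr698* changed by 1.84 (adjusted p = 0.000208) and *Olfr502* by 2.04 (0.000826), and *Olfr376*, which ranked 6 by p, by 1.98 (0.000995). All 6 of these ORs stayed past the threshold with each library left out in turn. The edgeR likelihood ratio test called 15 ORs in place of the 9. With the replicate number as a block, 13 ORs were higher and 4 lower. Deviations of odor and control libraries of equal number correlated at 0.15, 0.09 and 0.12 here. These were not all above the cutoff of 0.1 for pairing, which leaves pairing open. Of the 9 ORs called, 6 lay within 100 kb of another called OR, *Olfr1012* with *Olfr1013*, *Olfr693* with *Olfr694*, and *Olfr698* with *Olfr699*.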

**Figure 4—figure supplement 3.**
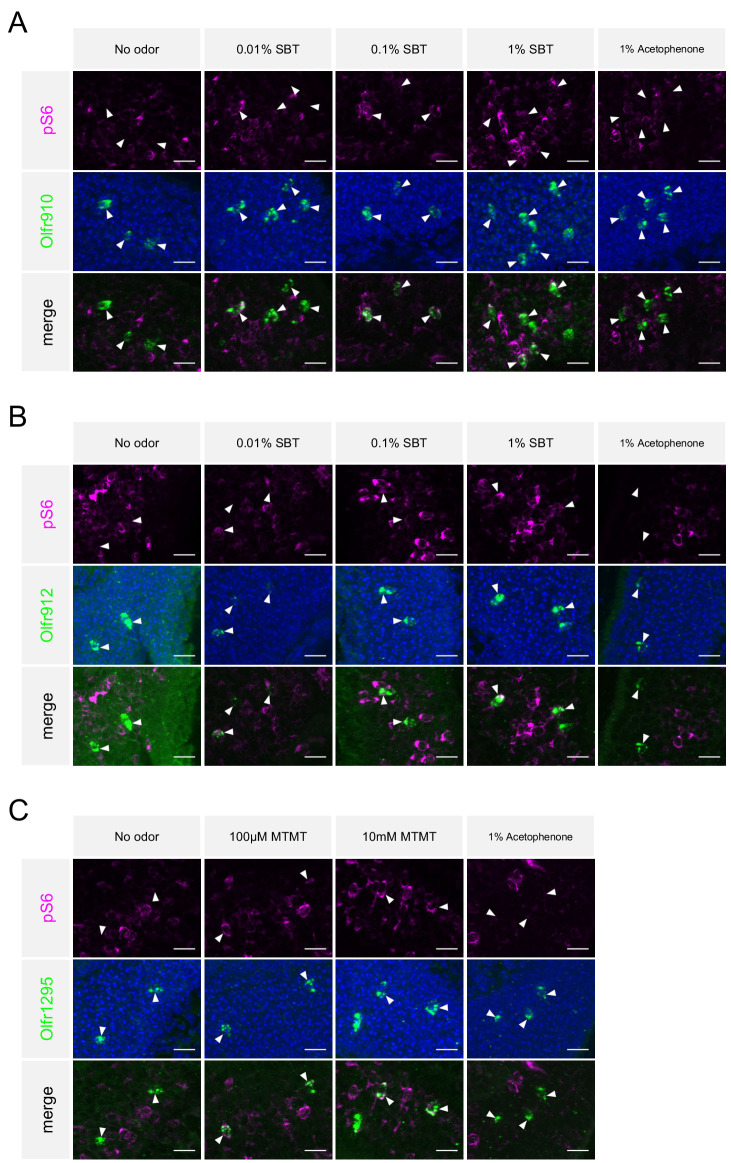
Example *in situ* stainings showing sexually dimorphic ORs are activated by SBT and MTMT. (**A**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr910* expression and pS6 immunostainings. Co-localization events are only seen following SBT exposure as indicated by arrowheads. Scale bars indicate 20 μm. (**B**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr912* expression and pS6 immunostainings. (**C**) Representative images showing *in situ* mRNA hybridizations probing for *Olfr1295* expression and pS6 immunostainings.

While the origins of the differences between the scents of mature male and female mice are diverse, we reasoned that mouse urine could be a significant source of sexually dimorphic odor cues. Past literature contrasting intact male mouse urine, castrated male mouse urine, and female mouse urine volatiles has identified many components differing in their presence and abundance (Novotny et al., 1985; Jemiolo et al., 1986; Schwende et al., 1986; Jemiolo et al., 1991; Lin et al., 2005; Lin et al., 2007; López et al., 2014). Using pS6-IP-Seq we systematically screened the mouse urine constituents: 2-*sec-*butyl-4,5-dihydrothiazole (SBT), (methylthio)methanethiol (MTMT), β-caryophyllene, 3,4-dehydro-*exo*-brevicomin (DHB), 2,5-dimethylpyrazine (2,5-DMP), (*E*)-β-farnesene, and 2-heptanone (Figure 4B).

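The share of OR reads that each mouse had on 3 ORs, *Olfr910*, *Olfr912* and *Olfr1295*, was compared over all 17 groups of mice. Across the 7 groups of control mice, the mean share ranged from 0.0544% to 0.0878% for *Olfr910*, from 0.0427% to 0.0785% for *Olfr912* and from 0.0806% to 0.135% for *Olfr1295*. Only after SBT did every mouse of a group exceed all of its control mice in *Olfr910* or *Olfr912*, which held for both ORs at 0.01%, 1% and 100% (two-sided exact permutation tests, p = 0.1 for each, the smallest that 3 mice against 3 allow). For *Olfr1295* it held after 100 μM MTMT and after 2,5-DMP (p = 0.1 for each by the same exact test), and not after 10 mM MTMT (p = 0.4), where replicate 1 lay at the level of its controls. After 100% SBT all 3 mice lay below their 3 control mice in *Olfr1295* (0.0608% to 0.0735% against 0.0840% to 0.132% of OR reads, p = 0.1 by the same exact test), while its log2 fold change after TMM scaling, -0.20, was smaller than its standard error of 0.38. In the library labelled CPD replicate 2, *Olfr1295* took 0.432% of OR reads (95% Wilson interval 0.399% to 0.467%), above all mice exposed to 100 μM MTMT. Over the 10 comparisons, 171 changes of an OR passed an adjusted p of 0.05, and 170 of them are also below an FDR of 0.05 in the authors' deposited comparison, which lists 305.

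**Figure D1:**
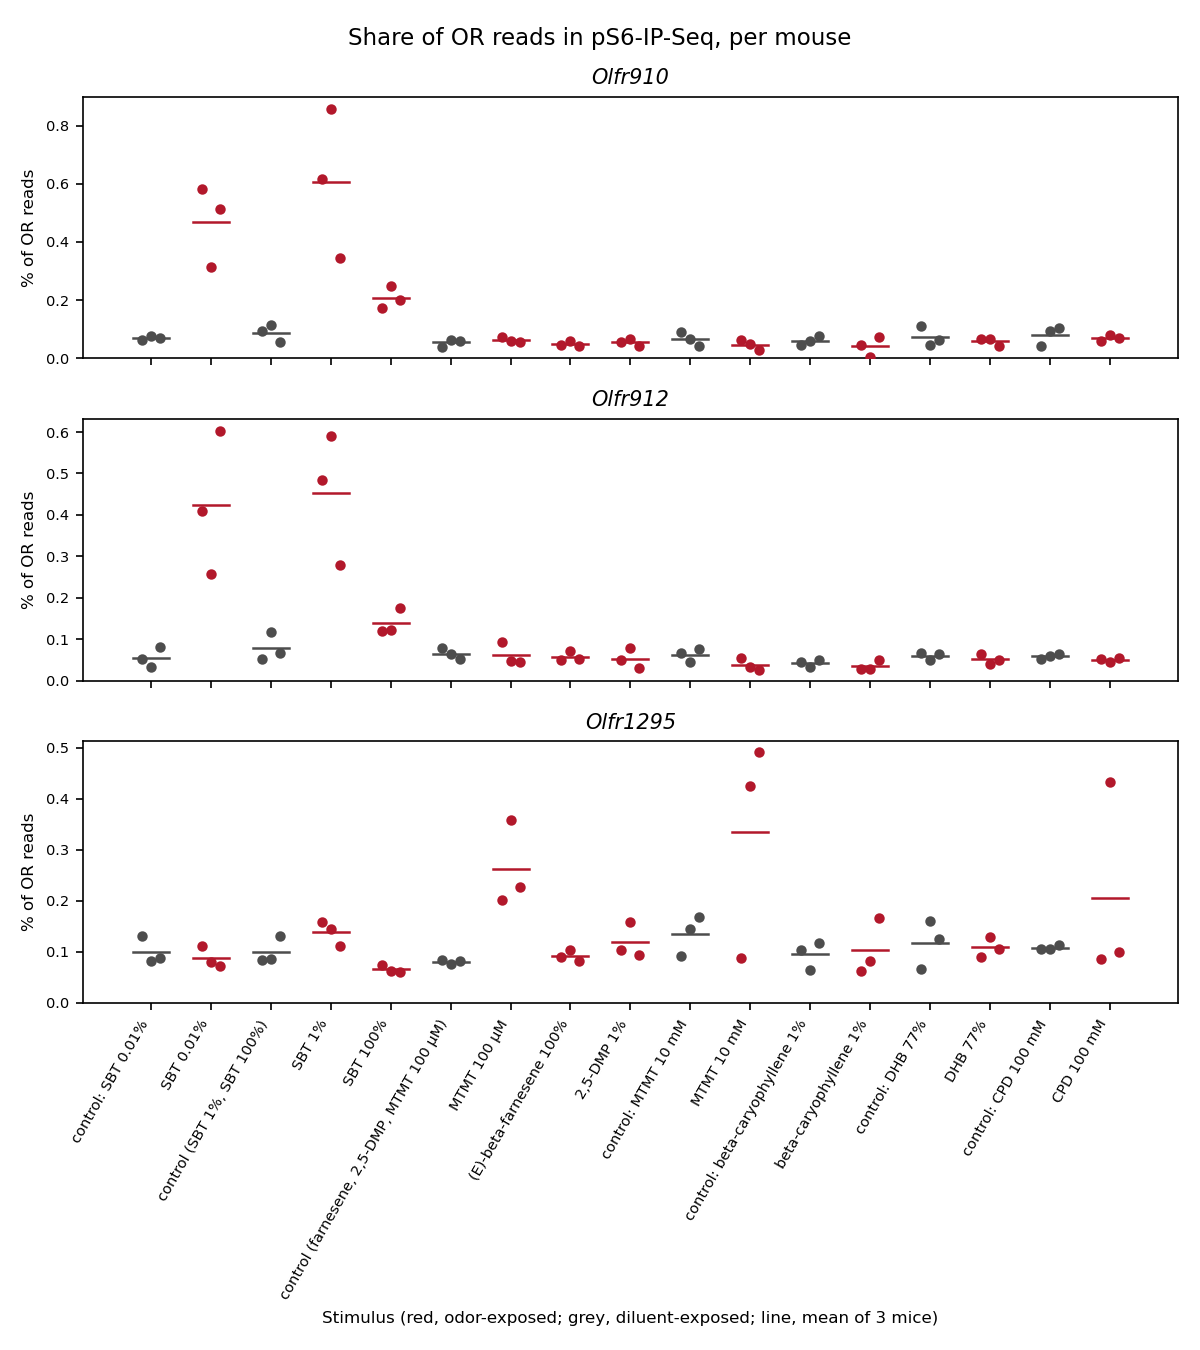
Share of OR reads (%, linear axis) taken by *Olfr910*, *Olfr912* and *Olfr1295* in each of 51 mice, by stimulus, with odor-exposed mice in red, diluent-exposed mice in grey and a line at the mean of 3 mice. *Olfr910* and *Olfr912* are highest in the SBT groups, and *Olfr1295* lies between 0.202% and 0.358% in the mice exposed to 100 μM MTMT.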

Differential expression analysis following pS6-IP-Seq across the tested panel of odorants (Figure 4C–D, Figure 4—figure supplement 1A-H, Figure 4—figure supplement 2A-D) led to the identification of the male-specific semiochemical SBT as an agonist for OSNs expressing *Olfr910* or *Olfr912,* and the male-specific semiochemical MTMT as an agonist for OSNs expressing *Olfr1295*. Indeed, exposure to 10 μL of 0.01% (v/v) SBT led to the lowest false discovery rate (FDR) and greatest enrichment of transcripts for *Olfr910* and *Olfr912* from activated OSNs (at an FDR < 0.05), compared to all other ORs, suggesting OSNs expressing *Olfr910* and *Olfr912* to be the most robustly responding OSNs for SBT in vivo (*Olfr910* log_2_FC = 2.88 FDR < 1.47E-25, *Olfr912* log_2_FC = 3.10 FDR < 2.78E-36; Figure 4C). Similarly, exposure to 10 μL of 100 μM MTMT led to the lowest FDR and greatest enrichment of transcripts for *Olfr1295* from activated OSNs (at an FDR < 0.05), compared to all other ORs, suggesting OSNs expressing *Olfr1295* to be the most robustly responding OSNs for MTMT in vivo (*Olfr1295* log_2_FC = 1.80 FDR < 3.72E-5; Figure 4D).

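*Olfr910* (ENSMUSG00000060114) lies on chromosome 9 of GRCm38 from 38537849 to 38540820, with its coding sequence of 933 bp from 38538897 to 38539829, and *Olfr912* (ENSMUSG00000111448) from 38580178 to 38586876, with its coding sequence from 38581279 to 38582211. Of the 50-base stretches in their exons, 345 are shared by both genes, 17.7% of those of *Olfr910* and 6.08% of those of *Olfr912*, and reads within them cannot be assigned to 1 of the genes by sequence. After exposure to 0.01% SBT, between 313 and 932 reads per mouse came from *Olfr910*, against 54 to 88 in the control mice, which is 0.470 ± 0.140% (SD, n = 3) against 0.0696 ± 0.00574% (SD, n = 3) of OR reads. The log2 fold change was 2.79 (standard error 0.31, adjusted p = 8.66e-05 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the lowest p of 1072 ORs tested. *Olfr912* had 256 to 656 reads against 32 to 73, or 0.423 ± 0.174% (SD, n = 3) against 0.0557 ± 0.0252% (SD, n = 3), with a log2 fold change of 2.97 (standard error 0.40, adjusted p = 0.000565), second by p. Leaving out 1 library moved these values, from 2.63 to 3.03 for *Olfr910* and from 2.58 to 3.35 for *Olfr912*, and both stayed past 0.05 in all 16 alternatives. In all, 5 ORs passed the threshold, each higher after SBT, and these 2 ORs had the largest changes among them. The others were *Olfr921* (log2 fold change 1.84, adjusted p = 0.00259), *Olfr196* (1.73, 0.0111) and *Olfr714* (1.71, 0.0111). Without control replicate 1, control replicate 2 or SBT replicate 3, 3 ORs passed, and the adjusted p of *Olfr196* rose to 0.069, 0.0844 and 0.0782 and that of *Olfr714* to 0.069, 0.0844 and 0.069; *Olfr714* also lost the threshold without SBT replicate 1 (0.0678). From the rank and the size of the change in *Olfr910* and *Olfr912*, the paper proposes that the OSNs expressing them respond most robustly to SBT in vivo.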

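*Olfr1295* (ENSMUSG00000108919) lies on chromosome 2 of GRCm38 from 111561423 to 111569681, with a coding sequence of 939 bp on the minus strand from 111564504 to 111565442, and 0 of the 50-base stretches in its exons occur in another OR gene. After exposure to 100 μM MTMT it had 212 to 400 reads per mouse against 52 to 102 in the control mice, or 0.263 ± 0.0833% (SD, n = 3) against 0.0806 ± 0.00396% (SD, n = 3) of OR reads. Its log2 fold change was 1.69 (standard error 0.26, adjusted p = 0.00204 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), the lowest p of 1068 ORs tested and the largest change among the 3 ORs past the threshold. With each library left out in turn the log2 fold change ranged from 1.37 to 1.86, and all of these 6 fits kept it past 0.05. Fitted together with all 51 libraries, it was 1.70 with an adjusted p of 0.536 (7.84e-10 to 0.536 over the alternatives). The other 2 ORs were *Olfr165* (log2 fold change 1.57, standard error 0.28, adjusted p = 0.00711) and *Olfr56* (1.21, standard error 0.23, adjusted p = 0.0172). *Olfr165* was not past 0.05 without MTMT replicate 2 (adjusted p = 0.103), and *Olfr56* without MTMT replicate 2 (0.103), control replicate 1 (0.106) or control replicate 3 (0.125). Without MTMT replicate 2, 1 OR passed the threshold, and without MTMT replicate 1, 5 passed. *Olfr910* and *Olfr912* changed by 0.16 and -0.11 on the log2 scale (standard errors 0.28 and 0.31, adjusted p = 0.982 for both). Whether the control mice here received ethanol, as the MTMT mice did, is not in the labels, so an effect of the diluent on these values was not separated from that of MTMT. From the rank and the enrichment of *Olfr1295*, the paper proposes that OSNs expressing it respond most robustly to MTMT.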

To independently validate the pS6-IP-Seq data, we briefly exposed juvenile mice to either an empty odor cassette (control), varying concentrations of SBT or MTMT, or 1% (v/v) acetophenone, and then harvested the MOE for staining. In situ mRNA hybridization probing for the expression of *Olfr910* and *Olfr912* followed by immunostaining for pS6 showed OSNs expressing *Olfr910* and *Olfr912* to display increasingly intense pS6 immunostaining following exposure to SBT in a concentration-dependent manner (*Olfr910*: 0.01% SBT p < 0.0001, 0.1% SBT p < 0.0001, 1% SBT p < 0.0001, one-way ANOVA with Dunnett’s multiple comparisons test correction, *Olfr912*: 0.01% SBT p < 0.01, 0.1% SBT p < 0.0001, 1% SBT p < 0.0001, one-way ANOVA with Dunnett’s multiple comparisons test correction; Figure 4E–F, Figure 4—figure supplement 3A-B). Similarly, OSNs expressing *Olfr1295*, identified by in situ mRNA hybridization, displayed increasingly intense pS6 immunostaining following exposure to MTMT, again, in a concentration-dependent manner (100 μM MTMT p < 0.0001, 10 mM MTMT p < 0.0001, one-way ANOVA with Dunnett’s multiple comparisons test correction; Figure 4G, Figure 4—figure supplement 3C). OSNs expressing *Olfr910*, *Olfr912*, or *Olfr1295* also did not display significant pS6 signal intensity differences following exposure to acetophenone compared to control conditions (p > 0.05, one-way ANOVA with Dunnett’s multiple comparisons test correction; Figure 4E–G), consistent with a lack of enrichment of *Olfr910*, *Olfr912*, and *Olfr1295* by pS6-IP-Seq following exposure to 1% (v/v) acetophenone (Jiang et al., 2015; Hu et al., 2020).

We then evaluated whether our identified ligand-receptor pairs also exhibited sexually dimorphic responses from OSNs expressing *Olfr910*, *Olfr912*, or *Olfr1295* in mature male and female mice. To do this, we provided a brief exposure of either an empty odor cassette (control), 0.1% (v/v) SBT, 10 mM MTMT, or 1% (v/v) acetophenone to sex-separated, 26-week-old adult male and female mice and then harvested the MOE for staining. Double in situ mRNA hybridization and pS6 immunostaining revealed the following: OSNs expressing *Olfr910* and *Olfr912* showed increasingly intense pS6 signals only following SBT exposure (see summary statistics files; Figure 5A–B, Figure 5—figure supplement 1A-B), and OSNs expressing *Olfr1295* showed increasingly intense pS6 signals only following MTMT exposure (see summary statistics files; Figure 5C, Figure 5—figure supplement 1C). We did not observe any sex bias in OSNs expressing *Olfr910*, *Olfr912*, or *Olfr1295* by pS6 signal intensity induction after exposure to either SBT or MTMT, indicating a lack of sexual dimorphism in the response of OSNs to these stimuli (p > 0.05, one-way ANOVA with Tukey’s multiple comparisons test correction; Figure 5A–C, Figure 5—figure supplement 1A-C).

**Figure 5.**
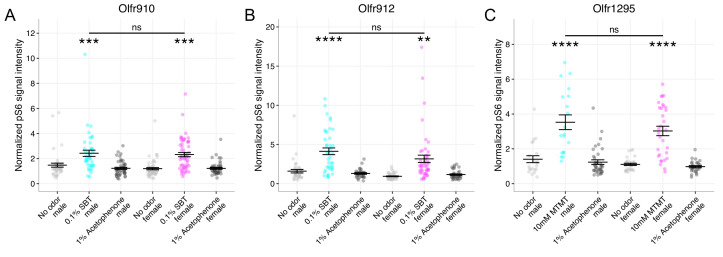
OSN responses to semiochemicals are not sexually dimorphic between mature male and female mice. (**A**) Comparison of responses of OSNs from 26-week-old male and female mice to various stimuli. One-way ANOVA with Tukey’s multiple comparisons test correction reveals only exposure to 0.1% (v/v) SBT leads to significant pS6 induction in OSNs expressing *Olfr910* (***p < 0.001) with no significant differences between males and females (ns; p > 0.05). Data are from n = 3 male and n = 3 female mice. (**B**) One-way ANOVA with Tukey’s multiple comparisons test correction reveals only exposure to 0.1% (v/v) SBT leads to significant pS6 induction in OSNs expressing *Olfr912* (**p < 0.01, ****p < 0.0001) with no significant differences between males and females (ns; p > 0.05). (**C**) One-way ANOVA with Tukey’s multiple comparisons test correction reveals only exposure to 10 mM MTMT leads to significant pS6 induction in OSNs expressing *Olfr1295* (****p < 0.0001) with no significant differences between males and females (ns; p > 0.05). Figure 5—source data 1.Summary statistics for Figure 5.

**Figure 5—figure supplement 1.**
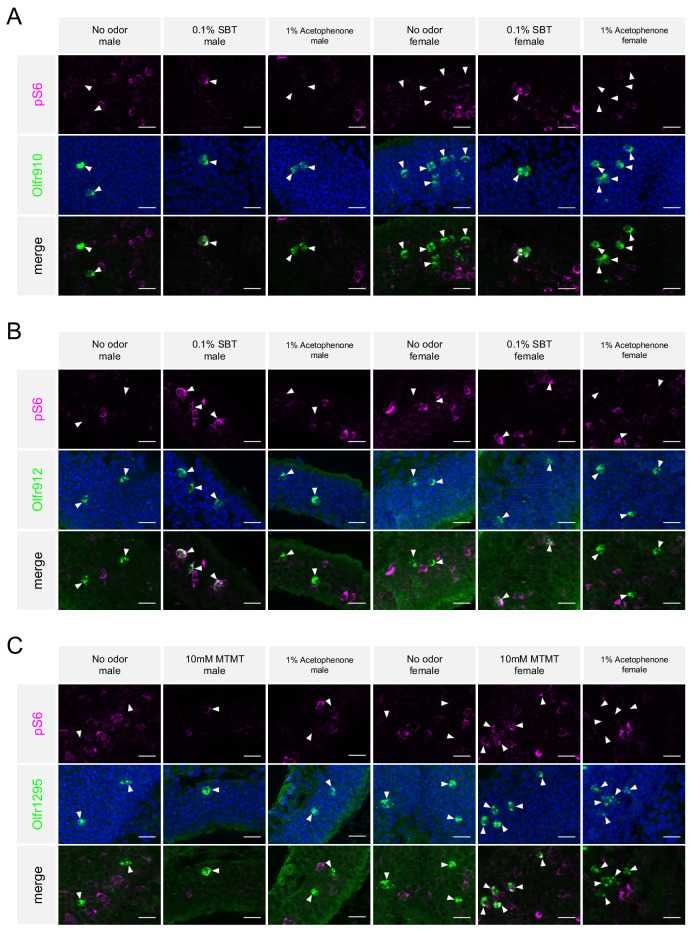
Example *in situ* stainings showing responses to semiochemicals are not sexually dimorphic between mature male and female mice. (**A**) Representative images from mature male and female mice showing *in situ* mRNA hybridizations probing for *Olfr910* expression and pS6 immunostainings. Co-localization events are only seen following SBT exposure as indicated by arrowheads. Scale bars indicate 20 μm. (**B**) Representative images from mature male and female mice showing *in situ* mRNA hybridizations probing for *Olfr912* expression and pS6 immunostainings. Co-localization events are only seen following SBT exposure. (**C**) Representative images from mature male and female mice showing *in situ* mRNA hybridizations probing for *Olfr1295* expression and pS6 immunostainings. Co-localization events are only seen following MTMT exposure.

### Long-term cohabitation with the opposite sex is sufficient to attenuate sexual dimorphism in the MOE

Emerging literature has evidenced a role for experience in influencing sensory cell representations within the whole olfactory mucosa (Xu et al., 2016; Ibarra-Soria et al., 2017; van der Linden et al., 2018). Thus, our identification of a subpopulation of over-represented OSNs in sex-separated female mice led us to hypothesize a role for experience in generating this dimorphism.

We hypothesized that regular exposure of a mouse to the opposite sex, by cohabitation, would influence the population dynamics of OSNs exhibiting dimorphic representations. To test this hypothesis, we used mice that were first sex-separated from weaning (~3 weeks age) until 26 weeks of age. These sex-separated mice were then switched to cohabitation with the opposite sex (sex-combined housing) from 26 weeks age to 43 weeks age (Figure 6A). At 43 weeks age, whole olfactory mucosa from each male and female mouse was harvested and processed for sequencing and histology.

**Figure 6.**
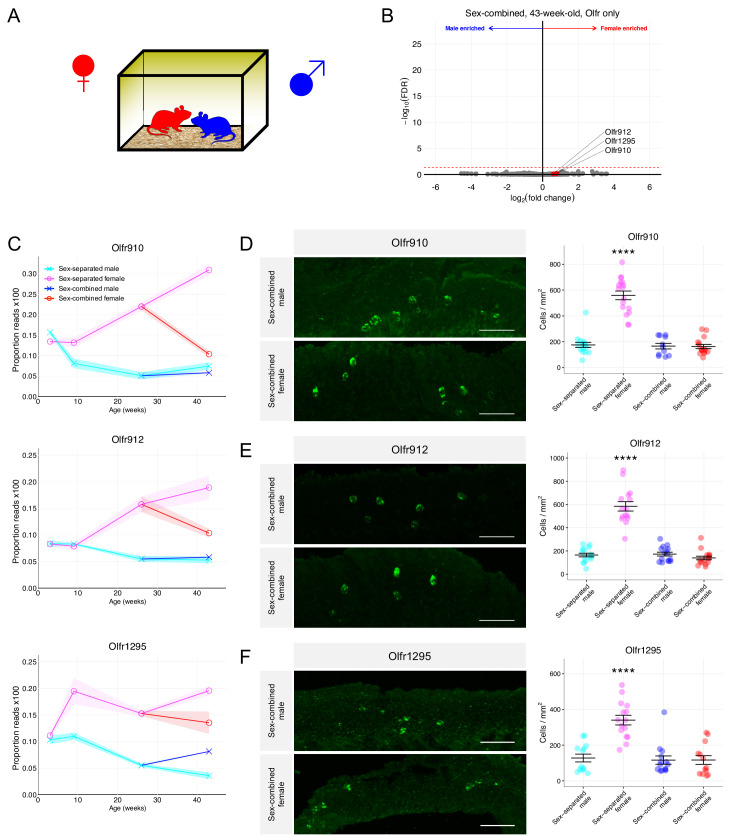
Sex-combined housing leads to the attenuation of the dimorphic OR representations. (**A**) Schematic of the housing setup. For sex-combined housing, one male mouse was co-housed with one female mouse. (**B**) Volcano plot comparing expression of *Olfrs* between 43-week-old sex-combined male and female mice. *Olfr910*, *Olfr912*, and *Olfr1295* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 male and n = 3 female mice. (**C**) Longitudinal plotting of the mean and SEM of proportions of reads aligned to *Olfr910*, *Olfr912*, and *Olfr1295* in sex-separated and sex-combined male and female mice. (**D**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr910* in 43-week-old sex-combined male (top) and female (bottom) mice. Scale bars indicate 50 μm. Right: summary data showing the mean and SEM of the density of OSNs expressing *Olfr910* in 43-week-old male and female mice. One-way ANOVA with Tukey’s multiple comparisons test correction reveals only sex-separated female mice to differ in the density of OSNs expressing *Olfr910* (****p < 0.0001). Data are from n = 3 male and n = 3 female mice from each housing condition. (**E**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr912* in 43-week-old sex-combined male (top) and female (bottom) mice. Right: summary data showing the mean and SEM of the density of OSNs expressing *Olfr912* in 43-week-old male and female mice. One-way ANOVA with Tukey’s multiple comparisons test correction reveals only sex-separated female mice to differ in the density of OSNs expressing *Olfr912 *(****p < 0.0001). (**F**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr1295* in 43-week-old sex-combined male (top) and female (bottom) mice. Right: summary data showing the mean and SEM of the density of OSNs expressing *Olfr1295* in 43-week-old male and female mice. One-way ANOVA with Tukey’s multiple comparisons test correction reveals only sex-separated female mice to differ in the density of OSNs expressing *Olfr1295* (****p < 0.0001). Figure 6—source data 1.Summary statistics for Figure 6.

Differential expression analysis of ORs from the whole olfactory mucosa from sex-combined male and female mice revealed a severe attenuation of the dimorphic expression of *Olfr910*, *Olfr912*, and *Olfr1295* (at 43 weeks old: *Olfr910* log_2_FC = 0.80 FDR > 0.65, *Olfr912* log_2_FC = 0.59 FDR > 0.76, *Olfr1295* log_2_FC = 0.76 FDR > 0.70; Figure 6B). After 17 weeks of sex-combined housing, the proportional expression of each of these receptors changed much more profoundly in female mice than male mice, again, in a receptor-specific fashion. Normalized expression of *Olfr910* and *Olfr912* appeared to be more similar between sex-separated males, sex-combined males, and sex-combined females while being distinct and less than sex-separated females. On the other hand, the normalized expression of *Olfr1295* appeared to be greatest in sex-separated females, decreasing in sex-combined females, sex-combined males, and lowest in sex-separated males (Figure 6C). In situ mRNA hybridization to assess the proportional abundance of OSNs expressing these receptors revealed, again, that sex-separated female mice were distinct from sex-combined female, sex-combined male, and sex-separated male mice. Sex-separated female mice had an over-representation of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* (all p < 0.0001, one-way ANOVA with Tukey’s multiple comparisons test correction; Figure 6D–F), while mice from other conditions were all comparable (p > 0.05, one-way ANOVA with Tukey’s multiple comparisons test correction; Figure 6D–F). These findings demonstrate cohabitation with the opposite sex, potentially via olfactory experience, is sufficient to attenuate the over-representation of the subpopulation of sexually dimorphic OSNs in sex-separated female mice.

### Identification of male mouse over-represented OSNs and cognate ligands

In addition to identifying populations of OSNs over-represented in female mice, our RNA-Seq data also identified over-expression of *Olfr1437* and *Olfr235* in sex-separated male mice. Like female mouse over-represented ORs, *Olfr1437* and *Olfr235* failed to exhibit robust sexually dimorphic expression when mice were housed in a sex-combined fashion (Figure 7A–C). The results of in situ mRNA hybridization demonstrated that the proportion of OSNs expressing *Olfr1437* to be greater in 43-week-old male mice than in 43-week-old female mice (p < 0.0001, unpaired two-tailed t-test; Figure 7—figure supplement 1A). Similar results for *Olfr235* have been shown in van der Linden et al., 2018.

**Figure 7.**
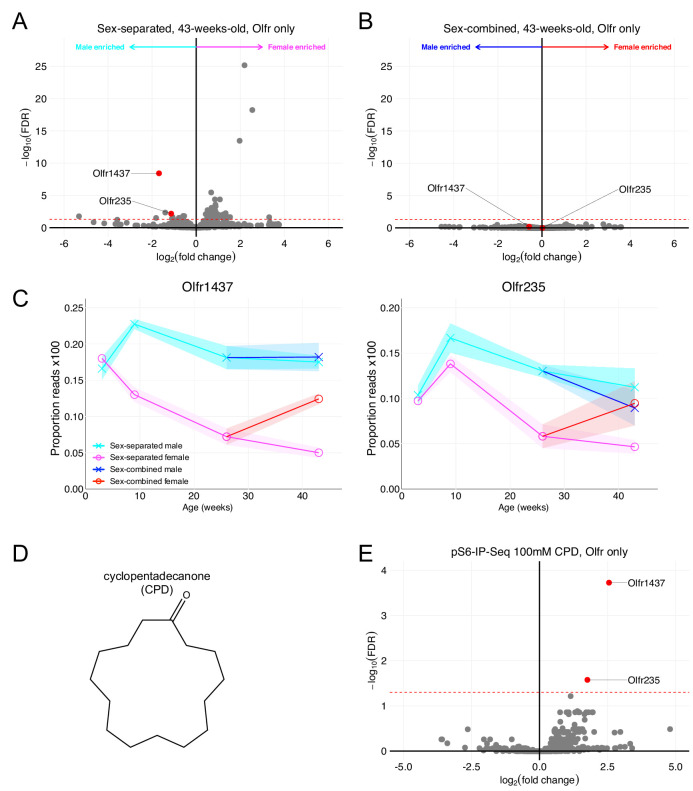
*Olfr1437* and *Olfr235* are male-enriched and respond to the macrocyclic musk molecule CPD. (**A**) Volcano plot comparing expression of *Olfrs* between 43-week-old sex-separated male and female mice. *Olfr1437* and *Olfr235* and are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 male and n = 3 female mice. (**B**) Volcano plot comparing expression of *Olfrs* between 43-week-old sex-combined male and female mice. (**C**) Longitudinal plotting of the mean and SEM of proportions of reads aligned to *Olfr1437* and *Olfr235* in sex-separated and sex-combined male and female mice. (**D**) Structure of macrocyclic musk odorant cyclopentadecanone (CPD). (**E**) Volcano plot showing the results of pS6-IP-Seq using 100 mM CPD diluted in ethanol as stimulus. *Olfr1437* and *Olfr235* are highlighted in red and enriched. The red dashed line indicates an FDR = 0.05. Data are from n = 3 control (diluent-exposed) mice and n = 3 experimental (odor-exposed) mice.

**Figure 7—figure supplement 1.**
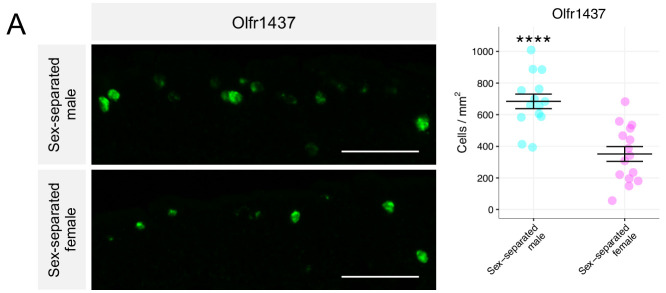
Male over-expression is also consistent with a difference in the number of cells expressing *Olfr1437* between male and female mice. (**A**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr1437* in 43-week-old sex-separated male (top) and female (bottom) mice. Scale bars indicate 50 μm. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr1437* in 43-week-old sex-separated male (top) and female (bottom) mice. An unpaired two-tailed t-test revealed statistical difference (****p < 0.0001) between males and females. Data are from n = 3 male and n = 3 female mice. Figure 7—figure supplement 1—source data 1.Summary statistics for Figure 7—figure supplement 1.

In our search for ligands activating sexually dimorphic ORs, we identified the macrocyclic musk odorant cyclopentadecanone (CPD; Figure 7D) as an agonist for OSNs expressing *Olfr1437* and *Olfr235* (Figure 7E). 

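*Olfr1437* (ENSMUSG00000096436) and *Olfr235* (ENSMUSG00000060049) both lie on chromosome 19 of GRCm38, from 12319207 to 12325101 and from 12261032 to 12270387, and share 41 stretches of 50 bases in their exons. After exposure to 100 mM CPD, 437, 150 and 90 reads came from *Olfr1437* in replicates 1, 2 and 3, against 19, 28 and 27 in the control mice. These are 0.721% (95% Wilson interval 0.656% to 0.791%), 0.103% (0.0876% to 0.121%) and 0.0880% (0.0716% to 0.108%) of OR reads, against 0.0359% to 0.0443%. All mice exposed to CPD thus lay above all control mice (two-sided exact permutation test, p = 0.1, the smallest possible for 3 against 3). The log2 fold change was 2.97 (standard error 0.70) with an unadjusted p of 0.00122, the lowest of 1050 ORs, and a Benjamini-Hochberg adjusted p of 0.993 from edgeR's quasi-likelihood test. None of the ORs passed the threshold in that test, and 40 had an unadjusted p below 0.05. With the replicate number as a block none passed either. DESeq2, edgeR's exact test and its likelihood ratio test each called 1 OR. For *Olfr1437* the adjusted p was 0.00231 with DESeq2, 0.0368 with the exact test and 0.0288 with the likelihood ratio test, and it ranged from 0.00231 to 0.998 over the alternatives. Without CPD replicate 2, its log2 fold change was 3.34 (adjusted p = 0.0157), and without CPD replicate 1 it was 1.45 (adjusted p = 0.202). *Olfr235* had 629, 63 and 436 reads in the CPD replicates and 263, 24 and 35 in the controls, which are 1.04% (95% Wilson interval 0.960% to 1.12%), 0.0432% (0.0338% to 0.0552%) and 0.426% (0.388% to 0.468%) of OR reads, against 0.497% (0.441% to 0.561%), 0.0380% (0.0255% to 0.0565%) and 0.0507% (0.0365% to 0.0705%). Its log2 fold change of 1.45 (standard error 0.99, unadjusted p = 0.168, adjusted p = 0.993) was not past the threshold in any of the 16 alternatives, whose lowest adjusted p was 0.0734. In the authors' deposited comparison, with a likelihood ratio statistic, *Olfr235* had a log2 fold change of 1.76 (FDR 0.0266) and ranked 2 by p. The size of the change in *Olfr235* found here depended on single libraries, with a log2 fold change of 3.50 without control replicate 1, 0.96 without control replicate 2, 0.38 without CPD replicate 1 and 1.99 without CPD replicate 2. In the exact permutation test without pairing *Olfr235* had p = 0.6. Taken by equal replicate numbers, both ORs were higher after CPD in 3 of 3 pairs of mice (exact permutation test within pairs, p = 0.25 for each, the smallest that 3 pairs allow). The library labelled CPD replicate 2 also had 630 reads from *Olfr1295*, against 52 and 103 in CPD replicates 1 and 3. The paper states that CPD is an agonist for OSNs expressing *Olfr1437* and *Olfr235* and, with literature on another musk odorant, proposes that musk-related odorants activate male-enriched OSN populations.

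**Figure D2:**
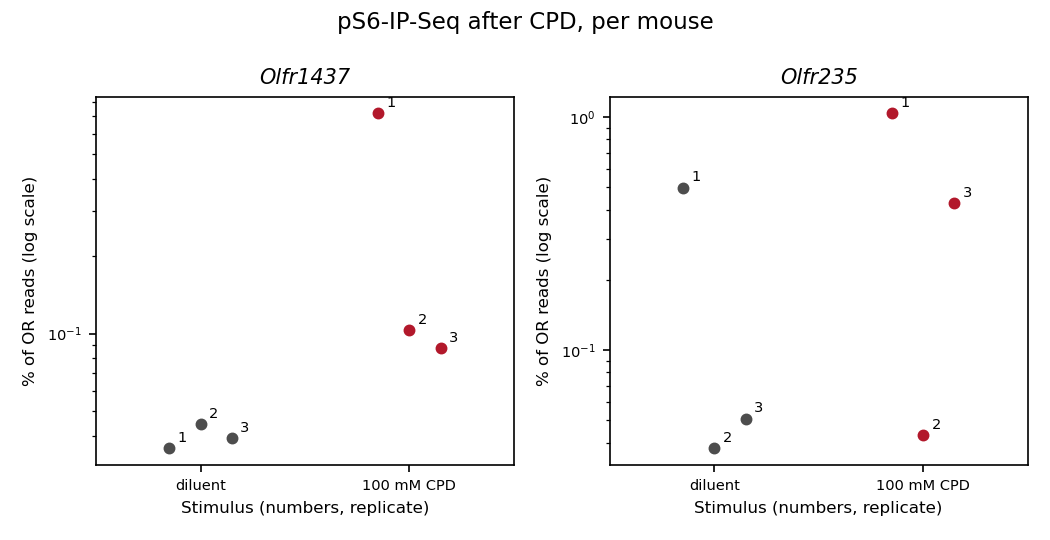
Share of OR reads (%, log axis) taken by *Olfr1437* and *Olfr235* in each diluent-exposed mouse (grey) and each mouse exposed to 100 mM CPD (red), with the replicate number beside each point. The CPD points of *Olfr1437* lie between 0.0880% and 0.721%, above all diluent points, while those of *Olfr235* overlap the diluent points, each above the diluent point of its own number.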

Importantly, past literature (McClintock et al., 2014) has also shown the macrocyclic musk odorant muscone to activate OSNs expressing *Olfr1437* and *Olfr235*. These results suggest musk or musk-related odorants to activate sexually dimorphic, male-enriched populations of OSNs.

### Enrichment of activity-associated genes among sexually dimorphic populations of OSNs

Given the large repertoire of ORs in mice, we found it remarkable that such a small number of ORs exhibited sexually dimorphic expression and representation. We therefore hypothesized OSNs expressing these ORs to harbor a unique gene expression program compared to OSNs expressing other ORs in a sex-specific manner. To test this hypothesis, we leveraged a recently published single-cell RNA-Seq dataset (Brann et al., 2020).

UMAP representations of mature OSN gene expressions, independent of chemosensory receptors, revealed sensory cells expressing *Olfr910*, *Olfr912*, and *Olfr1295* to segregate toward a single extreme region while remaining far and distinct from sensory cells expressing *Olfr1437* or *Olfr235* (Figure 8A). Expression analysis revealed an enrichment of *S100a5*, *Ptprn*, *Pcp4l1*, and *Nrp1* amongst OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295*. Importantly, enrichment of these genes had been shown to occur in the literature as a function of neural activity (Figure 8B–C; Imai et al., 2006; Nakashima et al., 2013; Wang et al., 2017). Since the singly sequenced mature OSNs from Brann et al., 2020 were collected from mature male mice, who self-expose to MTMT and SBT, these results are consistent with the idea that odor experience significantly influences gene expression in OSNs, via an activity-dependent process relying on ligand-receptor interactions, to drive dimorphic representations of *Olfr910*, *Olfr912*, and *Olfr1295*.

**Figure 8.**
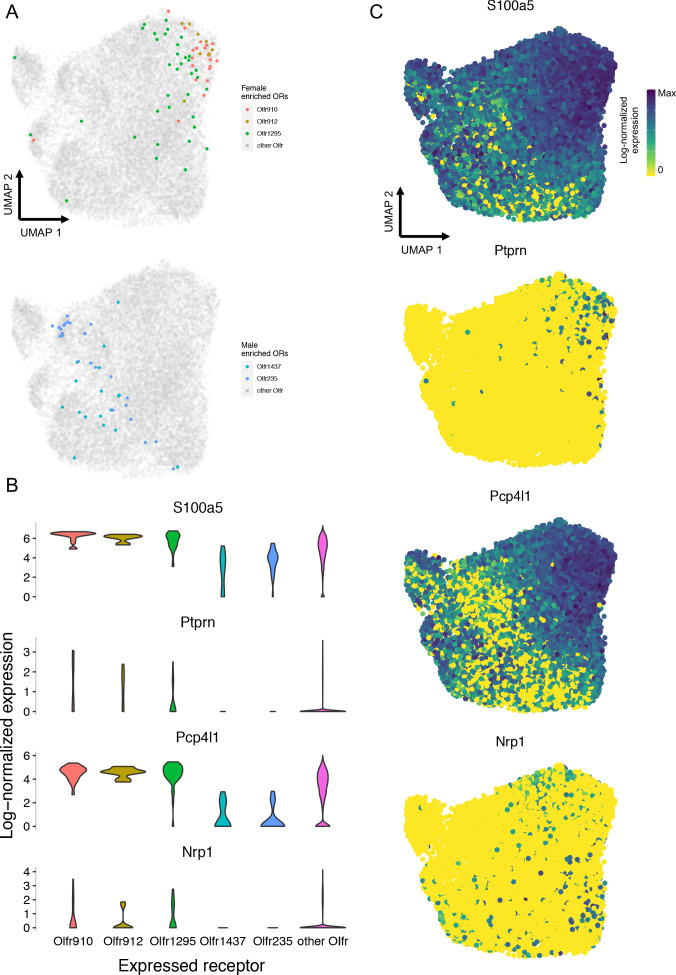
Single-cell RNA-Seq analysis reveals an enrichment of activity-associated gene expression in male OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295*. (**A**) Chemosensory receptor-independent UMAP embedding of 17,666 singly sequenced mature OSNs. OSNs expressing *Olfr910*, *Olfr912*, *Olfr1295, Olfr1437*, and *Olfr235* are highlighted. (**B**) Gene expression analysis identified activity-associated genes *S100a5*, *Ptprn*, *Pcp4l1*, and *Nrp1* to be enriched amongst OSNs expressing *Olfr910*, *Olfr912*, *and Olfr1295*. (**C**) UMAP representations of *S100a5*, *Ptprn*, *Pcp4l1*, and *Nrp1* show a tendency toward higher expression where OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* are localized. Figure 8—source data 1.Summary statistics for Figure 8.

### Generating robust sexual dimorphisms in the MOE is *Bax*-dependent

Our observation of specific experiences to influence OSN population dynamics led us to hypothesize a link between OSN activity and neuronal lifespan (Watt et al., 2004; Santoro and Dulac, 2012). Based on past work showing an association between the elongation of neuronal lifespan and Bax (Merry and Korsmeyer, 1997), we hypothesized a role for Bax in influencing sexually dimorphic OR representation by influencing OSN lifespan via an activity-dependent process.

To test the hypothesis of OSN activity influencing OSN lifespan in a Bax-dependent manner, we used *Bax^-/-^* mice. Compared to wild-type mice, differential expression analysis of RNA sequenced whole olfactory mucosa tissues from sex-separated 26-week-old *Bax^-/-^* male and female mice revealed an overall lack of sexual dimorphism in the expression of *Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437*, and *Olfr235* (Figure 9A, Figure 9—figure supplement 1A). Additionally, in situ mRNA hybridization probing for the proportional abundance of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295*, demonstrated no significant differences between sex-separated *Bax^-/-^* male and female mice by 43 weeks age (p > 0.05, unpaired two-tailed t-test; Figure 9B–D). While differential expression analysis comparing *Bax^-/-^* mice to wild-type mice revealed the expression of many ORs to change (Figure 9—figure supplement 2A-B), our results are consistent with the idea that the mechanisms underlying the generation of sexual dimorphism in the MOE are *Bax*-dependent and therefore likely driven by activity-dependent modulations in OSN lifespan.

**Figure 9.**
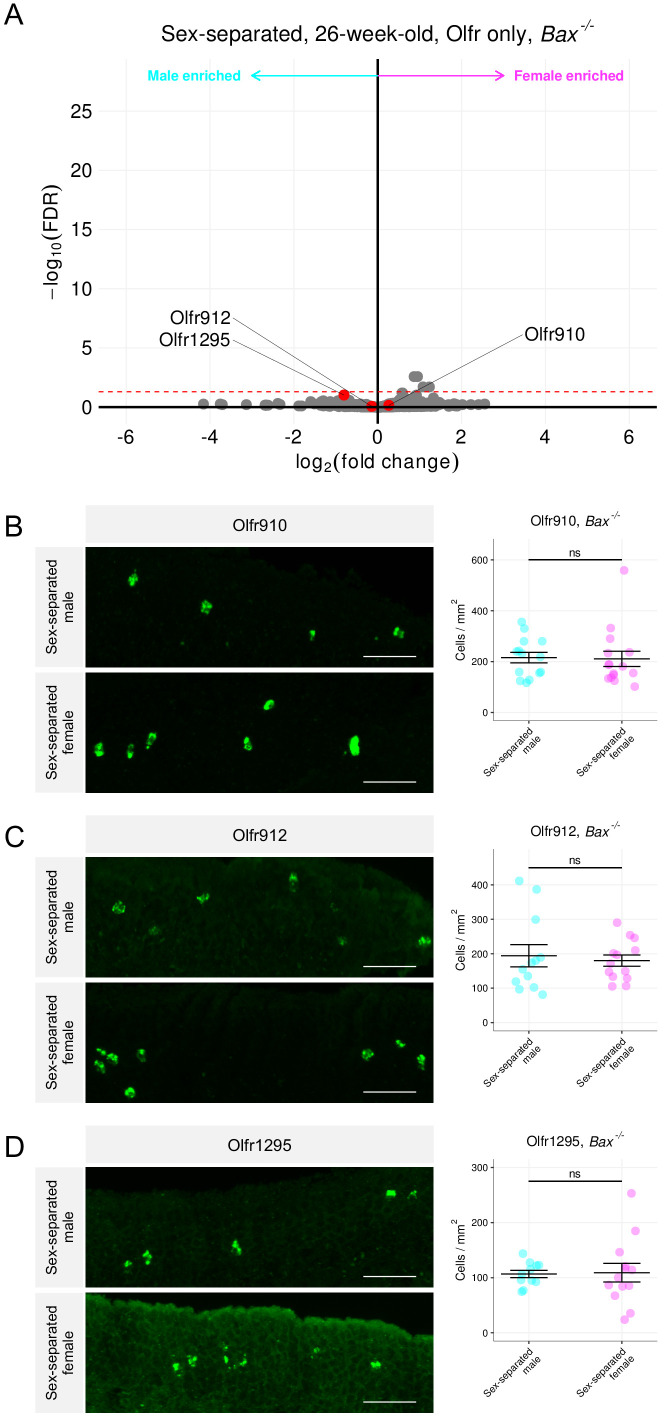
Sex-separated *Bax^-/-^* mice fail to generate sexually dimorphic representations of *Olfr910*, *Olfr912*, and *Olfr1295*. (**A**) Volcano plot comparing expression of *Olfrs* between 26-week-old *Bax^-/-^* sex separated male and female mice. *Olfr910*, *Olfr912*, and *Olfr1295* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 male and n = 3 female mice. (**B**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr910* in *Bax^-/-^* 43-week-old sex-separated male (top) and female (bottom) mice. Scale bars indicate 50 μm. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr910* in *Bax^-/-^* 43 week-old sex-separated male and female mice. An unpaired two-tailed t-test reveals no statistical difference (ns; p > 0.05) between males and females. Data are from n = 3 male and n = 3 female mice. (**C**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr912* in *Bax^-/-^* 43-week-old sex-separated male (top) and female (bottom) mice. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr912* in *Bax^-/-^* 43-week-old male and female mice. An unpaired two-tailed t-test reveals no statistical difference between males and females (ns; p > 0.05). (**D**) Left: representative *in situ* mRNA hybridization pictures probing for the expression of *Olfr1295* in *Bax^-/-^* 43-week-old sex-separated male (top) and female (bottom) mice. Right: summary data showing mean and SEM of the density of OSNs expressing *Olfr1295* in *Bax^-/-^* 43-week-old male and female mice. An unpaired two-tailed t-test reveals no statistical difference between males and females (ns; p > 0.05). Figure 9—source data 1.Summary statistics for Figure 9.

**Figure 9—figure supplement 1.**
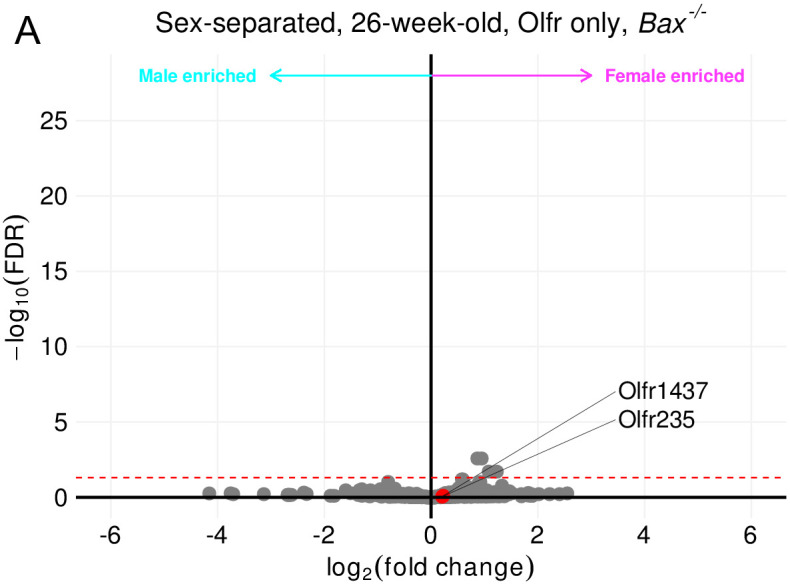
Sex-separated *Bax^-/-^* mice fail to generate sexually dimorphic representations of *Olfr1437* and *Olfr235*. . (**A**) Volcano plot comparing expression of *Olfrs* between 26-week-old *Bax^-/-^* sex-separated male and female mice. *Olfr1437* and *Olfr235* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 male and n = 3 female mice.

**Figure 9—figure supplement 2.**
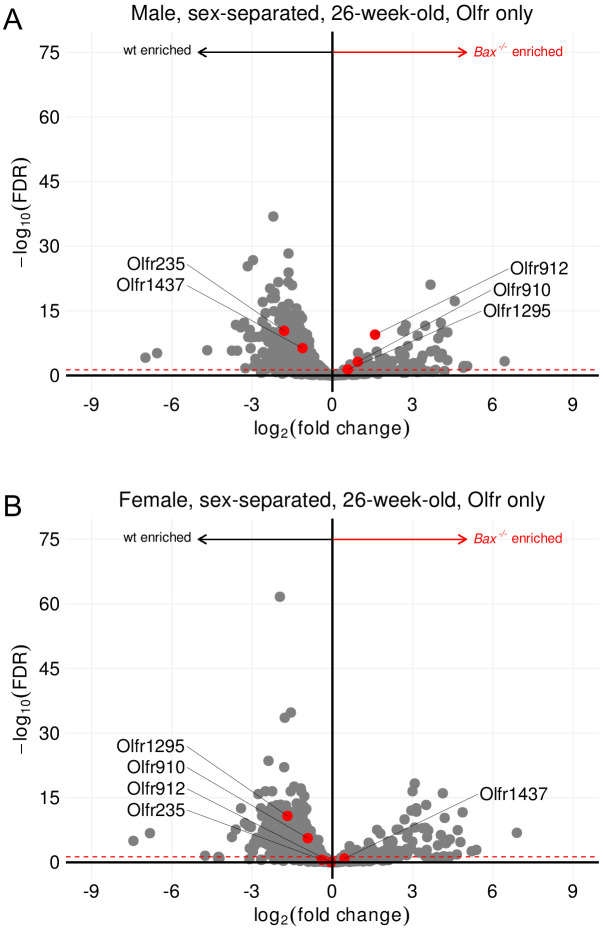
*Bax^-/-^* mice exhibit significant changes in their OR repertoire. (**A**) Volcano plot comparing expression of *Olfrs* between 26-week-old wild-type and *Bax^-/-^* sex-separated male mice. *Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437*, and *Olfr235* are highlighted in red. The red dashed line indicates an FDR = 0.05. Data are from n = 3 wild-type and n = 3 mutant mice. (**B**) Volcano plot comparing expression of *Olfrs* between 26-week-old wild-type and *Bax^-/-^* sex-separated female mice.

## Discussion

Using a series of independent but complimentary approaches, we have identified a subpopulation of OSNs, defined by receptor expression, to exhibit sexual dimorphism and experience-dependent plasticity. We have identified female mice, in the absence of a male mouse, to exhibit an over-representation of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295*. Similarly, we have identified male mice, in the absence of a female mouse, to exhibit an over-representation of OSNs expressing *Olfr1437* and *Olfr235*. Long-term cohabitation of mice belonging to opposite sexes led to an overall attenuation of the dimorphic over-representations of these ORs in both sexes. To confirm an OSN activity-dependent component of this phenomenon, we demonstrated female-enriched OSNs to not only be activated by the natural scent of mature male mice, but also to be exquisitely and robustly responsive to the previously identified male-specific semiochemicals SBT and MTMT. In our screening for ligands, we were also able to identify the macrocyclic musk odorant CPD to function as an agonist for male-enriched OSNs. Singly sequenced OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* collected from mature male mice revealed an enrichment of activity-related genes to suggest an axis of activity to influence gene expression in OSNs that may underlie the generation of the robust sexually dimorphic representations of these receptors. Finally, the observation that sex-separated *Bax^-/-^* mice fail to generate robust sexual dimorphisms in the MOE suggest a role of cell death in generating dimorphic representations of ORs in sex-separated male and female mice.

### Olfactory experience as a mechanism to influence OSN population dynamics

Given the capacity of the MOE to regenerate throughout the life of an animal (Fletcher et al., 2011; Brann and Firestein, 2014), it has been suggested that activity-mediated mechanisms may "individualize" the olfactory system by influencing OSN population dynamics (Ibarra-Soria et al., 2017). While we acknowledge cohabitation of the opposite sexes can induce a number of changes in the nervous system of mice (compared to sex-separation) (Li et al., 2017; Remedios et al., 2017; Vinograd et al., 2017), we propose that changes in OSN population dynamics following cohabitation for OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295*, are in part mediated by olfactory experience with SBT and MTMT. The lengthy timeframes necessary to generate the differences that we observe are consistent with the hypothesis of modulation of OSN lifespan by activity. Nonetheless, we cannot rule out contributions of experience on OSN neurogenesis rates or OR gene choice (van der Linden et al., 2020). Questions regarding the individual contributions, or non-contributions, of OSN development and lifespan to generate this dimorphism remain open.

Additionally, the form of plasticity we observe here appears to employ a distinct time course from reports of learning and fear conditioning influencing the glomerular responses (Kass et al., 2013; Abraham et al., 2014) or proportional abundance of OSNs expressing ORs responsive to the fear-conditioned odor (Jones et al., 2008; Dias and Ressler, 2014; Morrison et al., 2015). In the case of fear conditioning to acetophenone, the number of OSNs expressing M71 (Olfr151) appears to profoundly upregulate within just 3 weeks. In contrast, even by 9 weeks (~6 weeks post-weaning), *Olfr910*, *Olfr912*, and *Olfr1295* are not significantly differentially expressed (*Olfr910* log_2_FC = 0.54 FDR > 0.24, *Olfr912* log_2_FC = −0.26 FDR > 0.64, *Olfr1295* log_2_FC = 0.65 FDR > 0.12; Figure 1C). Altogether, these observations lead us to speculate the existence of a multitude of distinct mechanisms, operating at non-identical time scales, to influence OSN population dynamics. Future work to identify and demonstrate these mechanisms is necessary to deepen our understandings of these phenomena and experience-dependent plasticity within the MOE.

### Macrocyclic musk responsiveness in sexually dimorphic male-enriched ORs

Our identification of the macrocyclic musk odorant CPD as an agonist for OSNs expressing the male-enriched ORs *Olfr1437* and *Olfr235* is both intriguing, and consistent, with the previous findings that showed activation of OSNs expressing these receptors by the macrocyclic musk odorant muscone (McClintock et al., 2014; Sato-Akuhara et al., 2016). Given the sex-specificity of macrocyclic musk odorants in nature, including in the *Moschus* (musk deer) and *Ondatra* (muskrat) species, it has been theorized that this family of odorants may be involved in chemical communication, potentially encoding information about the sex and maturity of an individual (Li et al., 2016; Lee et al., 2019). Although we were unable to find any literature of sex-specific macrocyclic musk volatile secretion by *Mus musculus*, it is tempting to speculate on the existence of a macrocyclic musk molecule, perhaps generated by female mice, that doubles as a semiochemical.

### A decrease in male-specific semiochemical responsive OSNs in females following sex-combined housing

The finding of over-represented OSN subpopulations robustly responsive to male-specific semiochemicals to decrease in proportional abundance in sex-separated females following sex-combined housing, while consistent with the literature (Xu et al., 2016; Ibarra-Soria et al., 2017; van der Linden et al., 2018), is unexpected. The results suggest that once females receive exposure to male-specific semiochemicals, their detectability for semiochemicals slowly decreases over time, reflecting a potential homeostatic "gain control" mechanism for salient cue detection at the level of primary sensory neurons.

Our further finding that sex-separated *Bax^-/-^* mice do not exhibit robust sexually dimorphic representations of ORs point toward a potential role of activity-dependent changes in neural lifespan. Although loss of *Bax* causes changes in the expression of many ORs when compared with wild-type controls (Figure 9—figure supplement 2A-B), we speculate the lack of robust sexual dimorphism in sex-separated *Bax*^-/-^ mice to be a result of the lack of *Bax*-regulated activity-dependent alteration of sensory neuron lifespan. Since *Bax^-/-^* mice also show an expanded olfactory epithelial thickness (Robinson et al., 2003), the lack of the robust sexually dimorphic representation of ORs may also be a consequence of the expansion of OSNs expressing other ORs responding to self-generated or environmental cues. Future work aimed at understanding the role of OR activity mediated regulation of OSN lifespan and representation will provide mechanistic insights.

### Ventral localization of sexually dimorphic populations OSNs

Despite the early discoveries of ORs being expressed in highly stereotyped locations, the functional consequences of these zonal expression distributions have remained unclear (Ressler et al., 1993; Vassar et al., 1993). It is interesting to note, all of the identified sexually dimorphic populations of OSNs (*Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437*, and *Olfr235*) were localized to the ventral region of the MOE (Tan and Xie, 2018; Hu et al., 2020). These results are consistent with past work showing a robust response in the ventral region of the olfactory bulb to male mouse urine (Lin et al., 2005; Xu et al., 2005). Based on past findings showing a direct projection from a subset of ventrally localized olfactory bulb mitral cells to the amygdala (Kang et al., 2009; Inokuchi et al., 2017), it is tempting to speculate that a subset, or even all, of these sexually dimorphic populations of OSNs innervate these previously identified olfactory bulb mitral cells that project to the amygdala.

### The influence of OR activity on OSN gene expression

In our analysis of singly sequenced mature OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* harvested from mature male mice we observed a clear enrichment in the expression of numerous activity-associated genes (see summary statistics files; Figure 8B-C). Importantly, the expression of many of these same genes was also previously shown to be changed as a function of OSN activity using surgical strategies like unilateral naris occlusion (Wang et al., 2017), and transgenic strategies like knock-in expression of constitutively active *G_s_* (Imai et al., 2006), and knock-in expression of wild-type and activity-deficient mutant non-OR G-protein coupled receptors (Nakashima et al., 2013). Furthermore, these same activity-associated enriched genes were not enriched in singly sequenced mature OSNs expressing *Olfr1437* and *Olfr235*, consistent with the idea that male mice do not generate agonists for these ORs (see summary statistics files; Figure 8A-C).

By using an UMAP embedding to examine chemosensory receptor-independent gene expressions of all singly sequenced mature OSNs, we did not observe any obvious and discrete cluster formations. While OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* segregated to a single extreme region, they were not removed from the larger embedding itself, and also overlapped with OSNs expressing other ORs. Since UMAP representations emphasize local distances while preserving global structure, these results lead us to speculate that the mechanism by which OR activity influences OSN gene expression to potentially drive the generation of the sexually dimorphic representations of *Olfr910*, *Olfr912*, and *Olfr1295* is not specific to OSNs expressing these ORs. The overlap between OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* with OSNs expressing other ORs in the UMAP embedding also indicates mechanisms like the basal level of OR activity may be implicated in OR-dependent OSN representation. Such a finding would be consistent with the idea of a vectorizable axis of OR activity influencing OSN gene expression and representation.

Similarly, if female mice naturally produce ligands for OSNs expressing *Olfr1437* and *Olfr235*, and the mechanism of the dimorphic representation of *Olfr1437* and *Olfr235* is driven by activity like we speculate for *Olfr910*, *Olfr912*, and *Olfr1295*, then we would expect OSNs expressing *Olfr1437* and *Olfr235* to segregate to a single extreme region when harvested from mature female mice and compared to many other mature OSNs harvested from mature female mice. Future work performing single-cell sequencing on mature OSNs harvested from both male and female mice housed under various conditions will likely provide insights into the specificity of why such a small subset of ORs exhibit experience-dependent sexually dimorphic representations.

### Sexual dimorphism in OSNs responsive to semiochemicals

Plasticity within the OSN population can be postulated to enable adaptation of an individual’s olfactory system for the sensitive detection of salient odors, which may vary from one environment to another. While sex-specific chemical cues have been implicated in instinctual behaviors and physiological responses (Novotny et al., 1985; Jemiolo et al., 1986; Sam et al., 2001; Chamero et al., 2007; Haga et al., 2010; Dewan et al., 2013; Ferrero et al., 2013; Li et al., 2013; Haga-Yamanaka et al., 2014; Fu et al., 2015; Hattori et al., 2017), the degree to which animals are exposed to these chemical cues in nature may vary substantially among individuals.

A report by van der Linden et al., 2018 also identified sexually dimorphic expression of a subset of ORs using a combination of sequencing and histology-based approaches. Our data agree in the following manner: identification of the sexually dimorphic expression of *Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437*, and *Olfr235* in mice housed in a sex-separated manner; demonstration of activation of OSNs expressing *Olfr910*, *Olfr912*, and *Olfr1295* following exposure to mature male mice; a general lack of sexual dimorphism in OR expression in mice housed in a sex-combined manner. Together, our findings of experience to influence OSN population dynamics suggest a role of experience in adjusting an animal’s sensitivity to salient chemical cue detection.

Our identification of the semiochemicals SBT and MTMT as robust agonists for *Olfr910*, *Olfr912*, and *Olfr1295* posit a number of intriguing speculations. Remarkably, other ORs activated by SBT and MTMT did not exhibit sexual dimorphism. Furthermore, when we tested other sex-specific and sex-enriched odorants, we did not observe activation of OSNs expressing *Olfr910*, *Olfr912*, or *Olfr1295* (Figure 4—figure supplement 1), nor did cognate receptors for these other odors exhibit sexually dimorphic expression (Figure 4—figure supplement 2). These results altogether lead us to hypothesize a specialized role for *Olfr910*, *Olfr912*, and *Olfr1295* in conveying a salient signal about SBT and MTMT from the olfactory periphery to the central nervous system.

The identification of a subpopulation of OSNs to be plastic and robustly responsive to male-specific semiochemicals also raise speculations about the flexibility of an individual’s behavioral responses to semiochemicals. That is, while behavioral and physiological responses to semiochemicals have traditionally been viewed as genetically predetermined and ‘hardwired,’ there may exist a significant context and experience-dependent flexibility. For example, it has been previously shown that group housed sex-separated female mice exhibit a general suppression and irregularity in estrous cycling. Upon exposure to a mature male mouse, these unisexually grouped female mice often rapidly and synchronously enter into estrus (Whitten effect) (Whitten, 1956; Whitten, 1957; Whitten, 1959; Whitten et al., 1968; Gangrade and Dominic, 1984). Past implications of SBT also inducing the Whitten effect (Jemiolo et al., 1986) along with our finding of *Olfr910* and *Olfr912* to be robustly responsive to SBT and over-represented in sex-separated female mice lead us to speculate that the over-representation of these ORs serves to enhance SBT detection for mediation of the Whitten effect. Past implications of MTMT influencing female mouse attractive behaviors (Lin et al., 2005) along with our finding of *Olfr1295* to be robustly responsive to MTMT and over-represented in sex-separated female mice lead us to speculate over-representation of this OR to serve to enhance MTMT detection for mediating attractive responses. Testing these, as well as other possibilities, to link semiochemicals to behavioral and physiological outputs, at the level of molecules, cells, and circuits, remain outstanding.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*Mus musculus* C57BL/6J)	C57BL/6J	Jackson Labs	000664	
Strain, strain background (*Mus musculus* C57BL/6J)	*Bax^-/-^*	Jackson Labs	002994	
Commercial assay, kit	TRIzol	Life Technologies	15596026	
Commercial assay, kit	QUBIT HS RNA Assay Kit	ThermoFisher	Q32855	
Commercial assay, kit	RNase-free DNaseI	Roche	04 716 728 001	
Commercial assay, kit	RNeasy Mini Kit	Qiagen	74104	
Commercial assay, kit	SMART-Seq v4 Ultra Low Input RNA Kit	Takara	634898	
Commercial assay, kit	Nexterra XT DNA Library Preparation Kit	Illumina	15032354	
Sequence-based reagent	Olfr910 UTR F	This paper		5'-AAACGCGTGTGAAAATTGTGACAGATCCA-3'
Sequence-based reagent	Olfr910 UTR R	This paper		5'-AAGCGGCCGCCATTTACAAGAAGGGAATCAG-3'
Sequence-based reagent	Olfr912 UTR F	This paper		5'-AAACGCGTACTTTGTTCTGATTCAGTTGTT-3'
Sequence-based reagent	Olfr912 UTR R	This paper		5′-AAGCGGCCGCGTCCACAGAGCAATACAACA-3′
Sequence-based reagent	Olfr1295 UTR F	This paper		5'-AAACGCGTACTCCTCTCCTAAATCCAAC-3'
Sequence-based reagent	Olfr1295 UTR R	This paper		5'-AAGCGGCCGCGGCAGCACCACTGATCAA-3'
Commercial assay, kit	Phusion DNA Polymerase	NEB	F530S	
Commercial assay, kit	pCI vector	Promega	E1731	
Commercial assay, kit	DNA polymerase	Qiagen	203203	
Commercial assay, kit	MinElute Kit	Qiagen	28004	
Commercial assay, kit	T3 RNA polymerase	Promega	P2083	
Commercial assay, kit	DIG RNA labeling mix	Roche	11277073910	
Commercial assay, kit	Micro Bio-Spin P-30 Gel Columns	Bio-Rad	732–6223	
Commercial assay, kit	Tissue-Tek O.C.T. Compound	Sakura Finetek	4583	
Commercial assay, kit	Superfrost Plus Slides	Fisherbrand	1255015	
Commercial assay, kit	Parafilm	Sigma	P7793	
Commercial assay, kit	Blocking reagent	Roche	11096176001	
Commercial assay, kit	Maleic acid	Sigma	M0375	
Antibody	Anti-DIG antibody (sheep polyclonal)	Roche	11207733910	1:1000
Commercial assay, kit	TSA-Fluorescein	PerkinElmer	NEL741B001KT	1:400
Antibody	pS6 Antibody for IF (rabbit polyclonal)	ThermoFisher	44–923G	1:300
Antibody	Anti-rabbit IgG Cy3 Antibody (donkey polyclonal)	Jackson Immuno	711-165-152	1:200
Other	Bisbenzimide	Sigma	H 33258	1:100,000
Other	Paper bucket	International Paper	DFM85	
Other	Blotting pad	VWR	28298–014	
Other	Odor cassette	Sakura Finetek	0006772–01	
Commercial assay, kit	LoBind Tube	Eppendorf	22431021	
Commercial assay, kit	NP40 Substitute	Sigma	11332473001	
Commercial assay, kit	DHPC	Avanti Polar Lipids	850306P	
Antibody	pS6 Antibody for IP (rabbit monoclonal)	Cell Signaling	D68F8	6 μL
Commercial assay, kit	Dynabeads Protein A	Invitrogen	10002D	
Commercial assay, kit	RNeasy Micro Kit	Qiagen	74004	
Other	β-Caryophyllene	Sigma	W225207	
Other	2,5-DMP	Sigma	175420	
Other	2-Heptanone	Sigma	W254401	
Other	(*E*)-β-Farnesene	Bedoukian	P3500-90	
Other	CPD	Sigma	C111201	
Other	MTMT	Lin et al., 2005		Synthesized
Other	SBT	Meijer et al., 1973; Abrunhosa et al., 2001; Tashiro and Mori, 1999		Synthesized
Other	DHB	Wiesler et al., 1984		Synthesized

### Animal husbandry

Wild-type C57BL/6J (Jackson Labs 000664) and *Bax^-/-^* (Jackson Labs 002994) were bought and maintained at institutional facilities. Procedures of animal handling and tissue harvesting were approved by the Institutional Animal Care and Use Committee of Duke University. Animals were killed within 7 days of the ages reported in this study. Sex-separated male and female mice were socially housed with two to five animals per cage. Sex-combined cages contained one male and one female. All sex-combined cages produced litters. Pups were aged to P21-P28 before being weaned or used for independent experiments.

Three male and three female biological replicates were used in each condition to sequence wild-type and *Bax^-/-^* whole olfactory mucosa tissues (MOE + other tissues in the nose). Three male and three female wild-type and *Bax^-/-^* mice were used in each condition to examine MOE in situ.

### Preparation of olfactory tissues for RNA-Seq

Whole olfactory mucosa was rapidly collected in 5 mL tubes and flash-frozen in liquid nitrogen from mice killed by CO_2_ asphyxiation and decapitation. Tissues were kept frozen at −80 °C until time of RNA extraction. To extract RNA, 1 mL of TRIzol (Life Technologies 15596026) was added to frozen tissue followed by homogenization until no large pieces were readily identifiable. Homogenized tissue was transferred to new 1.5 mL tubes and centrifuged at max speed for 10 min. Supernatant was then transferred to new 1.5 mL tubes containing 0.2 mL chloroform and vortexed for 3 min. Samples were again centrifuged at max speed for 15 min and the aqueous phase was transferred to new tubes containing 0.5 mL of isopropanol. Samples were incubated at room temperature for 5 min and then centrifuged at max speed for 10 min. Supernatant was decanted and the visible pellet was washed 150 μL of 75% ethanol, centrifuged, and washed again with 180 μL of 75% ethanol. After centrifugation, ethanol wash was pipetted away and RNA pellets were allowed to air-dry with tube lids kept open for 10 min. Pellets were then dissolved in RNase-free water by heating to 55 °C for 10 min. RNA concentration was quantified using a QUBIT HS RNA Assay Kit (ThermoFisher Q32855).

Eighty-eight μL of sample was subjected to RNase-free DNaseI treatment by the addition of 10 μL of 10X Buffer and 2 μL of RNase-free DNaseI (Roche 04 716 728 001) for 30 min at 37 °C. Following DNaseI treatment, samples were subjected to a modified RNeasy mini protocol for RNA cleanup (Qiagen 74104). A total of 350 μL of buffer RLT was added to the 100 μL sample, mixed, and centrifuged. Then, 250 μL ethanol was added, mixed, and immediately transferred to a mini-column. Sample loaded columns were centrifuged for 30 s. Five hundred μL of ethanol diluted buffer RPE was then used to wash the column twice, and sample was eluted in new 1.5 mL tubes with 100 μL of RNase-free water. Presence of RNA was confirmed by the QUBIT HS RNA Assay Kit.

Amplified cDNA from RNA was prepared using a SMART-Seq v4 Ultra Low Input RNA Kit (Takara 634898) protocol as per the manufacturer’s guidelines. In the case of whole olfactory mucosa sequencing, two rounds of cDNA amplification were used with 1000 ng of input RNA. DNA libraries were prepared using a half-sized Nexterra XT DNA Library Preparation Kit (Illumina 15032354) protocol as per the manufacturer’s guidelines. Libraries were sequenced on either HiSeq 2000/2500 (50 base pair single read mode) or NextSeq 500 (75 base pair single read mode) with 6–12 pooled indexed libraries per lane. Reads were aligned against a modified GRCm38.p6 (M25) reference, in which we deleted ENSMUSG00000116179 (Olfr290), using STAR (Dobin et al., 2013) with --outFilterMultimapNmax 10. Reads mapping to Olfr290 were inferred from ENSMUSG00000070459, with the rationale that this gene model included ENSMUSG00000116179 plus untranslated regions. Gene-level read quantification was done using RSEM (Li and Dewey, 2011). Differential expression analysis was performed against all genes using EdgeR (Robinson et al., 2010). Gene nomenclature was retrieved from BioMart (Smedley et al., 2009). Intact *Olfr* genes were filtered, and p-values were then re-corrected by FDR. 

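The deposited comparison of each odorant lists 1117 OR genes with a log2 fold change, a likelihood ratio statistic, a p-value and an FDR. Applying the Benjamini-Hochberg method to the listed p-values gave the listed FDR within 1.7e-05 in each of 11 comparisons, so the correction was made over the 1117 listed ORs and not over all genes. The listed genes include 3 with 0 reads in all 51 libraries. All 1117 identifiers were found in GENCODE M21, the annotation used here for positions, where 1107 carry the name listed in the files. In the authors' comparisons the median log2 fold change of the listed ORs ranged from -0.034 to 0.243 over the 10 exposures with libraries used here, and with scaling over OR genes it ranged from -0.075 to 0.03.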

Receptor-specific read proportions were calculated by comparing reads mapped to the specific *Olfr*s compared to those mapped to other *Olfrs*. Raw and processed datasets generated as part of this study are available from NCBI GEO at accession GSE160272.

### Cloning OR coding and untranslated region sequences

To identify unique 3′ UTR regions of *Olfr910*, *Olfr912*, and *Olfr1295*, all whole olfactory mucosa RNA-Seq fastq files were first concatenated in a sex-specific manner. Reads were then uniquely aligned using STAR using --outFilterMultimapNmax 1. BAM files were sorted and indexed for read mapping visualization using Samtools (1000 Genome Project Data Processing Subgroup et al., 2009). Regions at the 3' end of the coding sequence, that were occurring within defined transcript variants of each of the ORs were then individually subjected to NCBI BLAST until a unique region of at least 500 bases was identified. To each of the forward primers a 5'-AA-3' and 5'-ACGCGT-3′(MluI restriction site) was appended. To each of the reverse primers a 5′-AA-3′ and 5′-GCGGCCGC-3′ (NotI restriction site) was appended. The final primer sequences were as follows: *Olfr910* forward: 5′-AAACGCGTGTGAAAATTGTGACAGATCCA-3′, *Olfr910* reverse: 5′-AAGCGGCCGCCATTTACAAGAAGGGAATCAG-3′, *Olfr912* forward: 5′-AAACGCGTACTTTGTTCTGATTCAGTTGTT-3′, *Olfr912* reverse: 5′-AAGCGGCCGCGTCCACAGAGCAATACAACA-3′, *Olfr1295* forward: 5′-AAACGCGTACTCCTCTCCTAAATCCAAC-3′, *Olfr1295* reverse: 5′-AAGCGGCCGCGGCAGCACCACTGATCAA-3′. 

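Without the restriction sites and the leading AA, each of the 6 primers matches GRCm38 at 1 position. The *Olfr910* pair spans 957 bp of chromosome 9, from 38539849 to 38540805, and the *Olfr912* pair 542 bp, from 38582390 to 38582931, and both products lie entirely in the 3′ UTR. The *Olfr1295* product of 822 bp, on chromosome 2 from 111563787 to 111564608, holds 717 bp of 3′ UTR and 105 bp of coding sequence.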

An identical methodology was used to clone the coding sequence of *Olfr1437*.

Regions of interest were amplified from genomic DNA using Phusion (NEB F530S) as per the manufacturer’s guidelines. Amplified fragments were cloned into pCI expression vectors (Promega E1731) containing the first 20 residues of human rhodopsin (Rho-pCI) and were verified by sequencing.

### Generation of anti-sense RNA probes

To generate anti-sense digoxigenin (DIG)-RNA probes, ORFs were amplified (Qiagen 203203) from Rho-pCI vectors and purified via a MinElute Kit (Qiagen 28004) using manufacturer protocols with an added T3 polymerase promoter sequence at the 3’ end. Anti-sense RNA was then in vitro transcribed using a T3 RNA polymerase (Promega P2083) and a DIG RNA labeling mix (Roche 11277073910) using manufacturer protocols. RNA probes were then alkaline hydrolyzed (80 mM NaHCO_3_, 120 mM Na_2_CO_3_) for 60 °C for 15 min and purified using a microcolumn (Bio-Rad 732–6223). Probe integrity was assessed by agarose gel and kept at −80 °C when not in use.

### Preparation of olfactory tissues for staining and in situ mRNA hybridization

For all adult mouse experiments, since *Olfr910*, *Olfr912*, *Olfr1295, Olfr1437,* and *Olfr235* are all expressed ventrally (Tan and Xie, 2018), sensory epithelium attached to the septum was rapidly micro-dissected and frozen in embedding medium (Sakura Finetek 4583) from mice killed by CO_2_ asphyxiation and decapitation. For juvenile mice, full snouts were prepared. Eighteen to 22 μm fresh frozen coronal sections were cut using a cryostat (Leica CM1850) onto microscope slides (Fisherbrand Superfrost Plus 1255015) and kept at −80 °C until use.

For in situ RNA probe hybridization, slides were brought to room temperature, dried and rapidly fixed in 4% paraformaldehyde in 1x PBS (pH 7–8) for 15 min. Slides were then washed twice 1x PBS and submerged into a triethanolamine solution consisting of 700 mL dH_2_O with 8.2 mL triethanolamine. 1.75 mL of acetic anhydride was then added dropwise over the course of 7 min with constant and slow stirring for a total of 10 min, all at room temperature. Slides were then washed with 1x PBS and blocked with prehybridization solution consisting of 50% formamide (Invitrogen 15515-026), 5x SSC, 250 μg/mL Baker's yeast RNA (Sigma R6750), 100 μg/mL herring sperm DNA (Sigma D7290), 1 mM DTT, and 300 U/mL heparin (Sigma H3393) for 1 hr at 58 °C in a humidified hybridization oven. RNA probe concentrations were then individually optimized by dilution in prehybridization buffer and pipetted directly onto slides and covered with laboratory film (Parafilm 54956) for overnight hybridization at 58 °C. Slides were then rinsed the next day in 72 °C heated 5x SSC twice, washed twice in 72 °C heated 0.2x SSC for 30 min per wash, and again finally washed in 1x PBS for a minimum of 5 min at room temperature. Slides were then blocked with 0.5% nucleic acid blocking reagent (Roche 11096176001) dissolved in a 1x PBS containing maleic acid (Sigma M0375) for 30 min. Blocking solution was then replaced with 1:1000 horseradish peroxidase (HRP)-conjugated anti-DIG antibody (Roche 11207733910) solution diluted in the blocking medium for 45 min. Slides were then washed in 1x PBS three times, 10 min per wash, and coated with 0.1% BSA in 1x PBS. Hybridization signals were detected using tyramide signal amplification (TSA) with TSA-Fluorescein (PerkinElmer NEL741B001KT) as the fluorophore diluted 1:400 in 1x PBS containing 0.003% H_2_O_2_ via incubation for 10 min in darkness, all at room temperature.

For pS6 immunostaining, slides were blocked in 5% skim milk dissolved in 1x PBS containing 0.1% Triton X-100 at room temperature for 1 hr. Blocking solution was then replaced with 1:300 anti-pS6 antibody (ThermoFisher 44–923G) dissolved in blocking solution and incubated overnight at 4 °C. Anti-pS6 antibody was detected using a 1:200 Cy3-conjugated secondary (Jackson Immuno 711-165-152) diluted in 5% skim milk dissolved in 1x PBS by incubation for 45 min in darkness. Cell nuclei were detected using a 1/10,000 dilution of a 1% Bisbenzimide (Sigma Bisbenzimide H 33258) solution by incubation for 5 min at room temperature. All slides were rinsed in dH_2_O, cover slipped, and allowed to dry before examination under a microscope.

### Slide microscopy and image quantification

Z-stacked images with 2 µm intervals between each slice were obtained at 200 × magnification using the Zeiss Axiocam MRm and upright inverted fluorescent microscope with ApoTome functionality. The filter sets used were as follows: Zeiss filter set #38 for Fluorescein, #43 for Cy3, and #49 for Bisbenzimide. For OSN density quantification, areas were visually drawn in ImageJ around the OSN layer of the sensory epithelia in each image. In situ mRNA hybridization positive cells were counted to report a density of specific OSNs per unit area. Data are reported as the density of OSNs expressing specific receptors per imaged 20-µm section as individual data points. For pS6 signal intensity quantification, Cy3 signals (pS6 intensity) within Fluorescein-positive cells (OR expression) were merged as a maximum intensity projection in ImageJ. Average pS6 signal intensities within single cells were then normalized by average pS6 signal intensities across all OSNs in the OSN layer of the sensory epithelia within the same image to report a normalized single neuron pS6 signal intensity as an individual data point.

### Odor exposures

All juvenile mice used in this study were ~3 weeks old. Mice were habituated for 1 hr in a clean and covered single-use paper container (International Paper DFM85) in a fume hood. For odor exposure, mice were then transferred to a new paper container containing either the mature male mice (~8 weeks old), mature female mice (~8 weeks old), or diluted odorant for another hour. All odorant exposures in this study consisted of 10 μL of stimulus spotted onto a cut blotting pad (VWR 28298–014) placed inside an odor cassette (Sakura Finetek 0006772–01). All odorants, unless otherwise stated, were diluted in water, vortexed, and rapidly spotted. MTMT and CPD were diluted in ethanol. Control experiments for odor exposures consisted of exposing mice to water or ethanol spotted on blotting pads placed in odor cassettes. Odor exposure experiments on juvenile mice employed both male and female mice. Odor exposure experiments on mature mice used both males and females. Mature females used were at or near estrus determined by vaginal cell cytology (Byers et al., 2012).

### Phosphorylated S6 ribosomal capture (pS6-IP)

Mice used for pS6-IP were ~3 weeks old, mixed sex, littermates. Mice were killed by CO_2_ asphyxiation and cervical dislocation. Olfactory tissue was rapidly dissected in Buffer B (2.5 mM HEPES KOH pH 7.4, 0.63% glucose, 100 μg/mL cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM β-glycerophosphate, in Hank’s balanced salt solution). Tissue pieces were then minced in 1.35 mL Buffer C (150 mM KCl, 5 mM MgCl_2_, 10 mM HEPES KOH pH 7.4, 0.100 μM Calyculin A, 2 mM DTT, 100 U/mL RNAsin, 100 μg/mL cycloheximide, protease inhibitor cocktail, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM β-glycerophosphate)and subsequently transferred to homogenization tubes for steady homogenization at 250 rpm three times and at 750 rpm nine times at 4 °C. Samples were then transferred to a 1.5 mL LoBind tube (Eppendorf 022431021) and clarified at 2000xg for 10 min at 4 °C. The low-speed supernatant was transferred to a new tube on ice, and to this solution was added 90 μL of NP40 (Sigma 11332473001) and 90 μL of 1,2-diheptanoyl-sn-glycero-3-phosphocholine (DHPC, Avanti Polar Lipids 850306P, 100 mg/0.69 mL). This solution was mixed and then clarified at a max speed (17,000xg) for 10 min at 4 °C. The resulting high-speed supernatant was transferred to a new tube where 20 μL was saved and transferred to a tube containing 350 μL buffer RLT. To the remainder of the sample, 1.3 μL of 100 μg/mL cycloheximide, 27 μL of phosphatase inhibitor cocktail (250 mM sodium fluoride, 50 mM sodium orthovanadate, 50 mM sodium pyrophosphate, 50 mM β-glycerophosphate) and 6 μL of anti-pS6 antibody (Cell Signaling D68F8) was added. The sample was gently rotated for 90 min at 4 °C. To prepare beads, 100 μL of beads (Invitrogen 10002D) was washed three times with 900 μL of buffer A (150 mM KCl, 5 mM MgCl_2_, 10 mM HEPES KOH pH 7.4, 10% NP40, 10% BSA), and once with 500 μL of buffer C. Sample homogenate was added to the beads and incubated with gentle rotation for 60 min at 4 °C. Following incubation, beads were washed with four times with 700 μL of buffer D (350 mM KCl, 5 mM MgCl_2_, 10 mM HEPES KOH pH 7.4, 10% NP40, 2 mM DTT, 100 U/mL RNAsin, 100 μg/mL cycloheximide, 5 mM sodium fluoride, 1 mM sodium orthovanadate, 1 mM sodium pyrophosphate, 1 mM β-glycerophosphate). During the final wash, beads were moved to room temperature, wash buffer was removed, and 350 mL of buffer RLT was added. Beads were incubated in buffer RLT for 5 min at room temperature. Buffer RLT containing immunoprecipitated RNA was then eluted and stored at −80 °C until clean up using a kit (Qiagen 74004). cDNA was generated using 11 rounds of amplification with 10 ng RNA input.

### Source of odorants

MTMT was synthesized as previously described in Lin et al., 2005. Racemic SBT was synthesized in two steps from 2-aminoethanol and methyl 2-methylbutanedithioate (Meijer et al., 1973) in >80% yield (Abrunhosa et al., 2001). The final product showed high purity by gas chromatography, ^1^H and ^13^C NMR, and mass spectroscopic data. The data were in agreement with reported parameters for this compound (Tashiro and Mori, 1999). DHB was synthesized as previously described (Wiesler et al., 1984). β-Caryophyllene (Sigma W225207), 2,5-DMP (Sigma 175420), 2-heptanone (Sigma W254401), (*E*)-β-farnesene (Bedoukian P3500-90), and CPD (Sigma C111201) were purchased.

### Single-cell RNA-Seq analysis

Unique molecular identifier (UMI) counts were downloaded from NCBI GEO accession GSE151346. Mature OSNs were subset into a Seurat (v 3.2.2) object (Butler et al., 2018). For UMAP dimensionality reduction, mitochondrial genes, and genes beginning with "Olfr" and "Taar" were pre-filtered. Highly variable and predicted olfactory receptor genes "OR5BS1P", "Gm13762", "Gm13723", and "Gm13757" were also pre-filtered. UMI counts were then log-normalized, scaled, and top variable genes identified by the "vst" selection method were examined to confirm no chemosensory receptor or predicted chemosensory receptor genes. The dimensionality of the data was then reduced via principal component analysis. Eighteen dimensions were used as input for two dimensional UMAP visualization.

Mature OSNs were each assigned an intact olfactory receptor defined by the greatest number of raw UMI counts for that cell. To identify genes enriched, cells expressing *Olfr910*, *Olfr912*, and *Olfr1295* were pooled (A), cells expressing *Olfr1437* and *Olfr235* were pooled (B), cells expressing *Olfr910*, *Olfr912*, *Olfr1295*, *Olfr1437*, and *Olfr235* were pooled (C). Pools A, B, and C were then individually differentially expressed to all other mature OSNs. Only genes with an average log fold change > 0 and p-adjusted < 0.05 were considered. Further analysis was then focused on the subset of enriched genes that were then also consistently found in the literature to be implicated in activity-dependent processes. Shown genes were also cross validated by differentially expressing normalized and scaled UMI counts of single receptor expressing OSNs (post-filtering of "Olfr", "Taar", and predicted olfactory receptors) to all mature OSNs to confirm an average log fold change > 0 and p-adjusted value < 0.05 in at least one of the cell types (see summary statistics for Figure 8).

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE160272. The following datasets were generated: VihaniAMatsunamiH2020Semiochemical responsive olfactory sensory neurons are sexually dimorphic and plastic [RNA-Seq of whole olfactory mucosa]NCBI Gene Expression OmnibusGSE16027010.7554/eLife.54501PMC773234333231170 VihaniAMatsunamiH2020Semiochemical responsive olfactory sensory neurons are sexually dimorphic and plastic [pS6-IP-Seq of whole olfactory mucosa]NCBI Gene Expression OmnibusGSE16027110.7554/eLife.54501PMC773234333231170 The following previously published dataset was used: BrannDHTsukaharaTDattaS2020Non-neuronal expression of SARS-CoV-2 entry genes in the olfactory system suggests mechanisms underlying COVID-19-associated anosmia (scRNA-seq: olfactory mucosa)NCBI Gene Expression OmnibusGSE15134610.1126/sciadv.abc5801PMC1071568432937591

How the deposited data were processed for this re-analysis (not part of the article)

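The data are pS6-IP-Seq libraries of whole olfactory mucosa from mice about 3 weeks old, exposed for 1 hr to an odorant or to diluent. Sample labels give the odorant, the group (control or experimental) and a replicate number, and the doses come from the figure legends. Of the 51 libraries, 30 belong to 10 odor groups and 21 to 7 control groups, with 3 libraries in each group. In the table of a further odorant, 2-heptanone, the 6 per-sample columns match no sample in the labels, so only the authors' log2 fold changes and p-values were used from it. The in situ hybridization, sex-comparison RNA-Seq and single-cell data of the paper were not analysed here.

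The authors aligned reads with STAR to GRCm38.p6 (GENCODE M25) after deleting 1 gene model, quantified genes with RSEM, compared groups with edgeR over all genes, kept the intact OR genes and corrected the p-values again over them. The expected counts are the authors' RSEM estimates of reads per gene and library from the STAR alignments, deposited as whole numbers and not normalized, for 1117 OR genes. The likelihood ratio score was computed by the authors with edgeR over all genes and deposited beside their log2 fold change, logCPM, p-value and FDR. Reads from other genes are not in these tables, so the total of a library is its total over OR genes, from 27301 to 160001 (median 93870). Effective sizes of the whole libraries were recovered from the authors' log2 fold changes and CPM for ORs with at least 20 reads.

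Counts were compared with edgeR 4.0.16 in R 4.3.3: TMM factors over the OR genes, ORs with at least 10 reads over the 6 libraries, dispersions from estimateDisp, glmQLFit and glmQLFTest, and Benjamini-Hochberg adjustment over the ORs tested, with a threshold of 0.05. The standard error of a log2 fold change was taken as its size divided by the square root of the F statistic. Dose differences were tested as a contrast of groups, with the shared controls for 100% against 1% SBT and with the experiment as a term for 1% against 0.01% SBT and for 10 mM against 100 μM MTMT. Shares are reads of an OR as a percent of all OR reads of the library, and intervals on the share in 1 library are 95% Wilson intervals from scipy 1.17.1, which cover counting error only. Exact permutation tests, two-sided, were run on log2 shares per 100000 OR reads with a pseudocount of 5, and 3 mice against 3 allow no p below 0.1; where equal replicate numbers were taken as pairs, signs were exchanged within pairs.

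The number of replicate pairs within groups was 51, and their differences exceeded counting noise in each of them (chi-squared per degree of freedom from 5.08 to 29.3), so spreads were taken between mice. The main test was tested on simulated data with each comparison's depth and dispersion and about 200 ORs changed by a log2 fold change of 2 or 3 in size. It recovered 61.5% to 94.4% of the changed ORs, and at most 6.1% of its calls were wrong. In the lower-count part of the ORs the recovery was 42.1% to 87.9%, and in the upper-count part 85.2% to 100%. With fewer changed ORs the Benjamini-Hochberg adjustment is stricter, and recovery there was not simulated.

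ORs were named by a rule set before the data were examined: every OR the paper names for these exposures, including those labelled in Figure 4—figure supplement 2, and in each comparison the 5 higher and the 3 lower ORs with the lowest adjusted p past 0.05. Values of *Olfr910* and *Olfr912* after 100% SBT and of *Olfr1295* after 10 mM MTMT were added to the alternatives after their values had been seen, and *Olfr541*, *Olfr545*, *Olfr694* and *Olfr705* were named after their values had been seen.

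Alternatives set before the data were examined were the replicate number as a block, DESeq2 1.42.0, library totals without TMM factors, no filter beyond at least 1 read, filterByExpr, edgeR's exact and likelihood ratio tests, a single fit of all 51 libraries, and each library left out in turn. After seeing the data, 3 alternatives were added: scaling to the recovered whole-library sizes; that scaling together with the replicate block and the likelihood ratio test; and, for 100% against 1% SBT only, random thinning of the SBT libraries and their controls to at most 41426 OR reads, the total of the shallowest SBT library, with the median taken over 20 thinnings. The paper describes the mice as litter matched, but its text does not say that equal replicate numbers mark a litter. The correlation of the deviations from the group means between an odor and a control library of the same number ranged from 0.04 to 0.29. It was above a cutoff of 0.1 for each of the 3 numbers in 4 of 10 comparisons (1% SBT, 100% SBT, β-caryophyllene and CPD). There the numbers were taken as pairing the mice, and the blocked counts are given beside the unpaired main test. In the other comparisons pairing stays open, since all correlations were above 0. The authors' log2 fold changes were closer to a blocked fit in every comparison. The sample labels carry prefixes that differ between replicates within the CPD, 10 mM MTMT, DHB and 1% and 100% SBT experiments, and each prefix holds odor and control libraries alike.

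Gene positions, exons and shared stretches of 50 bases came from GENCODE M21 and the GRCm38 sequence. Lists of leading ORs held 20 ORs and were scored in single libraries by their median log2 change against the controls of the same experiment, beside 10000 random lists of ORs with similar counts. Neighbours were ORs called within 100 kb of another. Tables were made with Python 3.11.15, pandas 2.3.3 and numpy 2.4.6, and figures with matplotlib 3.10.9.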

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

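The tests with whole-library scaling, with thinned libraries and of *Olfr196* against all control mice, and the adjustment over 21 pairs, were chosen after the data had been seen; the other tests in this part were set before their results were seen.

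The response of *Olfr910* and *Olfr912* to SBT differed between doses. In a direct test of 100% against 1% SBT, *Olfr910* was lower by a log2 difference of -1.24 (standard error 0.35, Benjamini-Hochberg adjusted p = 0.0195) and *Olfr912* by -1.41 (standard error 0.40, adjusted p = 0.0201), and 100 ORs differed between the doses, 88 higher and 12 lower after 100% SBT. Both ORs were lower in 3 of 3 mice exposed to 100% SBT than in all 3 mice exposed to 1% SBT. The difference was -1.18 (adjusted p = 0.00591) and -1.37 (adjusted p = 0.00296) with the replicate number as a block, which also holds the label prefix that differs between replicates; over the alternatives the adjusted p ranged from 0.00385 to 0.103 for *Olfr910* and from 0.00296 to 0.0973 for *Olfr912*. It was not past 0.05 for *Olfr910* without 1% SBT replicate 1 (-1.14, 0.0632), 1% SBT replicate 2 (-1.02, 0.101), 100% SBT replicate 1 (-1.13, 0.103) or 100% SBT replicate 3 (-1.19, 0.0827), nor for *Olfr912* without 1% SBT replicate 1 (-1.27, 0.0738), 1% SBT replicate 2 (-1.27, 0.0721), 100% SBT replicate 1 (-1.32, 0.0973) or 100% SBT replicate 2 (-1.35, 0.0908). Scaling over OR genes while many ORs rise together could lower both ORs, but with whole-library scaling the smaller of the differences was still -1.21, though its adjusted p was 0.0939, and the other was -1.39 (adjusted p = 0.0445). The 100% SBT libraries were deeper in the median (81626 against 63712 OR reads). Yet 100% SBT replicate 3 (57551) was shallower than 1% SBT replicates 2 and 3 (66366 and 63712). In that library *Olfr910* took 0.20% and *Olfr912* 0.18% of OR reads, against 0.86% and 0.59% in 1% SBT replicate 2 and 0.35% and 0.28% in replicate 3. The 6 SBT libraries were also thinned to 41426 OR reads each and the controls to at most as many (control replicate 3 has 27301). The median difference over 20 thinnings was -1.28 for *Olfr910* (adjusted p = 0.0195, past 0.05 in 20 of 20) and -1.42 for *Olfr912* (0.0193, past 0.05 in 19 of 20). This argues against the larger number of reads as the source of the calls. Thinning keeps the expected share of each OR, so it cannot test a share that goes with depth. A trend of the share with depth among the libraries of 1 dose cannot be told apart from none: the slope of the log2 share of *Olfr910* on log2 depth was 0.12 (standard error 0.71) and that of *Olfr912* -0.46 (standard error 0.57), with 3 libraries per dose. In 1% SBT replicate 1, *Olfr545* took 14.4% of OR reads, and the differences without that library are those given above. Of the 10 ways to split these 6 SBT libraries into groups of 3, only the real split, 1 of 10, gave as many as 100 changed ORs, and the largest count of the others was 3; the share of splits is never under 0.1 here, so this count by itself cannot exclude chance. An effect of the dose, such as a response that weakens at saturation, stays open and was not tested beyond this contrast.

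ORs that the paper does not discuss were also called, in more than 1 comparison. *Olfr196* was higher after 0.01% SBT (log2 fold change 1.73), 1% SBT (3.63) and 100% SBT (2.05), and *Olfr921* after the same doses (1.84, 2.26 and 1.66). After 100% SBT, *Olfr46* (1.95), *Olfr502* (2.06), *Olfr694* (2.12) and *Olfr705* (1.72) were higher, and each was also called after another odorant: *Olfr46* after DHB (1.36), *Olfr502* and *Olfr694* after 2,5-DMP (2.04 and 1.67) and *Olfr705* after (E)-β-farnesene (1.82). At 0.01% SBT, *Olfr196* was not past 0.05 without control replicate 1, control replicate 2 or SBT replicate 3 (adjusted p = 0.069, 0.0844 and 0.0782), and *Olfr46* was not past 0.05 after DHB without control replicate 1, control replicate 3 or DHB replicate 2 (0.0727, 0.1 and 0.121). ORs that vary between control mice for reasons unrelated to odor could be called repeatedly, but the 11 ORs called after more than 1 odorant had a median percentile of 37.8 (range 11.4 to 90.4) for their spread within control groups, among 789 ORs ranked. *Olfr196* and *Olfr921*, called after SBT alone, are not among the 11, and their percentiles were 90.0 and 18.5. For *Olfr196*, variation between control mice cannot be told apart from a response: its share was larger in all 9 SBT mice (0.142% to 0.265% after 0.01%, 0.590% to 1.02% after 1% and 0.184% to 0.251% after 100%) than in all 21 control mice, where it reached 0.140%, but the OR was chosen because it was called higher at these doses, so this count is no separate test. The number of higher ORs that 100% SBT shared with another odorant was not past 0.05 after adjustment, by Fisher's exact test with Benjamini-Hochberg adjustment over the 21 pairs of comparisons with called ORs on both sides: 4 with (E)-β-farnesene where 2.04 were expected (p = 0.139, adjusted p = 0.365), 3 with DHB where 0.65 were (p = 0.0191, adjusted p = 0.0802) and 4 with 2,5-DMP where 0.97 were (p = 0.0104, adjusted p = 0.0546). Reads shared with other ORs are few for these genes: 3.79% of the 50-base stretches of *Olfr196*, 5.37% of *Olfr46*, 1.64% of *Olfr502*, 3.68% of *Olfr694*, 0.16% of *Olfr705* and 0.16% of *Olfr921* occur in another OR. The 1% and 100% SBT comparisons share controls, so *Olfr196* and *Olfr921* were called against the same 3 mice at these doses, while the 0.01% comparison has its own. Activation of OSNs expressing these ORs by the odorants is a hypothesis that was tested no further.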

How the results depend on the processing

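The tests with whole-library scaling, with the replicate block, likelihood ratio test and whole-library scaling together, and with thinned libraries were chosen after the data had been seen; the other alternatives were set before the data were examined, and where a count or call moved, the cause was not tested.

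*Olfr910* and *Olfr912* after 0.01% SBT kept their direction and stayed past 0.05 in all 16 alternatives, with log2 fold changes of 2.63 to 3.03 and 2.58 to 3.35 when each library was left out in turn. *Olfr1295* after 100 μM MTMT stayed past 0.05 in all but the fit of all 51 libraries, where its log2 fold change was 1.70 (adjusted p = 0.536), and was 1.37 to 1.86 with each library left out. *Olfr1437* after CPD was past 0.05 with DESeq2, the exact test and the likelihood ratio test (2.98 in each), with the 3 changes together (2.52) and without CPD replicate 2 (3.34), and not in the others; with each library left out it was 1.45 to 3.41. *Olfr235* after CPD passed in none and was 0.38 to 3.50 with each library left out.

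The number of changed ORs with each library left out was 3 to 5 for 0.01% SBT (5 with all libraries), 0 to 8 for 1% SBT (9), 89 to 120 for 100% SBT (120), 1 to 5 for 100 μM MTMT (3), 0 to 38 for 10 mM MTMT (0), 8 to 28 for (E)-β-farnesene (19), 4 to 8 for DHB (6), 8 to 13 for 2,5-DMP (9) and 0 to 1 for CPD (0). It was 3 for 0.01% SBT without control replicate 1, control replicate 2 or SBT replicate 3; for 1% SBT, 0 without SBT replicate 1 and 5 without control replicate 2; for 100 μM MTMT, 5 without MTMT replicate 1 and 1 without MTMT replicate 2; for 10 mM MTMT, 38 without MTMT replicate 1; for (E)-β-farnesene, 10 without control replicate 2, 12 without odor replicate 1 and 8 without odor replicate 2; and for CPD, 1 without CPD replicate 2. β-caryophyllene gave 0 in every alternative.

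With the replicate number as a block, 6 ORs changed after 100 μM MTMT and 17 after 2,5-DMP (13 higher, 4 lower). In these comparisons the numbers missed the cutoff for pairing, which leaves pairing open. Of the named ORs, *Olfr912* after 100% SBT came past 0.05 (1.24, adjusted p = 0.0453), and no other call of a named OR changed. DESeq2 gave 5 changed ORs for 100 μM MTMT, 15 for 10 mM MTMT and 1 for CPD. Library totals without TMM factors gave 5 for 100 μM MTMT, and no filter beyond at least 1 read gave 5. The exact test gave 7 for 100 μM MTMT, 5 for 10 mM MTMT and 1 for CPD. The likelihood ratio test gave 15 for 1% SBT, 7 for 100 μM MTMT, 5 for 10 mM MTMT, 15 for 2,5-DMP and 1 for CPD. A fit of all 51 libraries gave 28 for 1% SBT, 0 for 100 μM MTMT, 29 for 10 mM MTMT, 12 for (E)-β-farnesene and 1 for CPD. Whole-library scaling gave 7 for 100 μM MTMT. The 3 changes together gave 8 for 0.01% SBT, 23 for 1% SBT, 183 for 100% SBT, 8 for 100 μM MTMT, 29 for 10 mM MTMT, 47 for (E)-β-farnesene, 21 for 2,5-DMP and 4 for CPD. The other counts, all with filterByExpr included, were within 1.5 times the main count.

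The balance of directions after 100% SBT moved with the setting. With TMM factors over OR genes 93.3% of the changed ORs were higher (112 higher and 8 lower), and with library totals 66.9% were (85 higher and 42 lower, 93 of the changed ORs also changed with TMM factors). Whole-library scaling left 122 higher and 1 lower, the replicate block 125 and 18, DESeq2 119 and 19, the exact test 130 and 21, the likelihood ratio test 135 and 25, the fit of all 51 libraries 134 and 24, and the 3 changes together 164 and 19. Lower ORs numbered 3 without control replicate 1, 2 without 100% SBT replicate 1 and 4 without 100% SBT replicate 3. Library totals moved the median log2 fold change of all ORs to -0.465 in this comparison.

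For the dose differences, *Olfr910* in 100% against 1% SBT was not past 0.05 with whole-library scaling (-1.21), and with each library left out its difference was -1.49 to -1.02 and that of *Olfr912* -1.64 to -1.27, with 77 to 122 ORs changed in place of 100; with the libraries thinned, the median was 98. In 1% against 0.01% SBT, *Olfr910* differed by 0.11 (-0.15 to 0.36 with each library left out) and *Olfr912* by -0.32 (-0.71 to 0.09), never past 0.05; 0 ORs changed, 1 with the replicate block and 1 with DESeq2, and 0 to 2 with each library left out, 2 without control replicate 2 or 1% SBT replicate 3. In 10 mM against 100 μM MTMT, *Olfr1295* differed by 0.04 (-0.43 to 0.49), and 0 to 29 ORs changed, 29 without 10 mM MTMT replicate 1 and 2 without 10 mM MTMT replicate 2. With a threshold of 0.01 the overlap of higher ORs was 0 for 0.01% and 1% SBT and 0 for 1% and 100% SBT, where 0 ORs were called after 1% SBT.

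Of 39 further results for named ORs (34 distinct ORs, some named in more than 1 comparison), none changed direction. DESeq2, library totals, no filter and filterByExpr changed no call; the exact test, the likelihood ratio test and the replicate block each brought 1 OR past 0.05, and the 3 changes together brought 2. The fit of all 51 libraries lost 5 calls and gained 2, and whole-library scaling lost 4. Without control replicate 1, 2 or 3, 6, 5 and 3 calls were lost, and without odor replicate 1, 2 or 3, 8, 4 and 3.

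Within each comparison, simulated counts gave back fewer of the changed ORs with lower counts: 42.1% in the lower-count part of the list against 85.2% in the upper-count part for 1% SBT, 52.2% against 86.5% for 100% SBT and 87.9% against 100% for DHB. Between comparisons, depth and the spread between mice differ together and were not separated.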

Differences from the paper's values

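Alternatives marked as added were chosen after the values had been seen, and the other tests in this part were set before the data were examined.

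For *Olfr910* after 0.01% SBT, the paper's FDR is 1.47E-25 and the adjusted p found here is 8.66e-05. None of the alternatives set before the data were examined came within 1.5 times the paper's value; theirs ranged from 4.23e-21 to 0.00233. For *Olfr912* the paper's FDR is 2.78E-36 and the value here 0.000565, with 1.11e-23 to 0.00953 over those alternatives, none within 1.5 times. For *Olfr1295* after 100 μM MTMT the paper's FDR is 3.72E-5 and the value here 0.00204, with 6.67e-07 to 0.536, none within 1.5 times. The added setting with the replicate block, the likelihood ratio test and whole-library scaling, chosen after seeing the values, gave 1.83e-21, 6.61e-24 and 7.84e-10, also outside that range, and drops 19 of the authors' 305 called ORs. The log2 fold changes, 2.79, 2.97 and 1.69 here, differ from the paper's by less than the standard errors.

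The paper marks *Olfr1437* and *Olfr235* as enriched by CPD. Here *Olfr1437* had a log2 fold change of 2.97 and *Olfr235* of 1.45, both with an adjusted p of 0.993. Settings that called *Olfr1437* were DESeq2, edgeR's exact test, edgeR's likelihood ratio test, the fit without CPD replicate 2, and the added setting with the replicate block, the likelihood ratio test and whole-library scaling. No setting run here called *Olfr235*, and its lowest adjusted p was 0.0734. In the authors' deposited comparison, with a likelihood ratio statistic, *Olfr1437* had a log2 fold change of 2.55 (FDR 0.000188) and *Olfr235* of 1.76 (FDR 0.0266).

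Of the 5 ORs that the paper labels as having the lowest FDR after (E)-β-farnesene, 4 were among the 5 lowest here, and the remaining OR, *Olfr132*, ranked 9, with *Olfr1280* at rank 4. After DHB 4 of 5 were, and *Olfr531* ranked 6 behind *Olfr46*. After 2,5-DMP 4 of 5 were, and *Olfr376* ranked 6, with *Olfr502* at rank 4. All of the labelled ORs were past 0.05 here.

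For 10 mM MTMT the authors' deposited comparison holds 34 ORs below an FDR of 0.05, and 0 passed here; DESeq2 called 15, the fit of all 51 libraries 29, and the fit without 10 mM MTMT replicate 1 called 38.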

Other observations

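Tests of wrong labels, exchange and mixing for the CPD and 10 mM MTMT libraries, of the *Olfr235* control and of neighbours at 0.01% SBT were chosen after the patterns were seen, as were whole-library scaling, the size of the changes under it, the simulated overlap of 1% and 100% SBT, the levels in their shared controls and the adjustment over 21 pairs; the other tests were set before their results were seen.

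The library labelled CPD replicate 2 carries a response like that to MTMT. *Olfr1295* had 630 reads in it, and the 20 ORs leading at 100 μM MTMT had a median log2 change of 1.03, against 0.02 and 0.20 in CPD replicates 1 and 3, 0.61 and 0.18 in 10 mM MTMT replicates 2 and 3, -0.31 in 10 mM MTMT replicate 1, and -0.86 to 0.50 in 21 other odor libraries. A wrong label or a wrong stimulus of CPD replicate 2 alone is a candidate explanation that these values are consistent with. An exchange with 10 mM MTMT replicate 1 would also need the ORs leading in CPD to be raised there, and their median was -0.20, so that part of the test did not come out. It does not exclude an exchange, since the list holds ORs led by CPD replicate 2 itself. Nor do lists from the other CPD libraries mark exposure to CPD well. The list of CPD replicate 1 gave 0.08 in CPD replicate 3 (percentile 76.04 of random lists) and 0.10 in 10 mM MTMT replicate 1 (percentile 92.28). The list of CPD replicate 3 gave 0.17 in CPD replicate 1 (percentile 90.47) and 0.03 in 10 mM MTMT replicate 1 (percentile 80.17). In 10 mM MTMT replicate 1, *Olfr1437* had 350 reads and *Olfr235* 618, with log2 changes of 3.10 and 4.04. Mixing from 10 mM MTMT replicate 1 is argued against by the MTMT list at -0.31 there. Reads of replicate 3 are argued against as well: to give the level of *Olfr1295* they would have to make up 0.85 of CPD replicate 2 and would bring *Olfr541* to 8.30% of OR reads, while it had 0.188% (95% Wilson interval 0.168% to 0.212%). Mixing from replicate 2 would need a share of 1.02, the whole library, and so cannot be told apart from a wrong label. Several lists were tried, all after the pattern was seen. A list from 10 mM MTMT gave 2.29 in CPD replicate 2, with 19 of 20 ORs raised. The CPD list gave 2.05 and 1.25 in 10 mM MTMT replicates 2 and 3, and a CPD list from the other 2 CPD libraries gave 0.26 in CPD replicate 2. Lists from single libraries gave, for that of CPD replicate 2, 2.37 in 10 mM MTMT replicate 2, 1.49 in replicate 3 and -0.24 in replicate 1, and 0.10 and 0.37 in CPD replicates 1 and 3. That of 10 mM MTMT replicate 1 gave 0.19 and 0.27 in CPD replicates 1 and 3 (percentiles 92.95 and 98.49 of random lists). In 10 mM MTMT replicates 2 and 3 it gave -0.22 and -0.24 (percentiles 83.17 and 90.46). An exchange of CPD replicate 2 with 10 mM MTMT replicate 1 stays open. A response of the CPD replicate 2 mouse to CPD that the other 2 mice lacked stays open as well.

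In 10 mM MTMT replicate 3, *Olfr541* had 8911 reads (9.79% of 91033 OR reads, 95% Wilson interval 9.60% to 9.98%) and *Olfr1437* 5724 (6.29%, interval 6.13% to 6.45%), while *Olfr541* had 176 and 106 in replicates 1 and 2. Reads shared between paralogs as the source are argued against, since at most 10.9% of the 50-base stretches of either gene occur in another OR. An exchange with a CPD library could raise *Olfr1437*. With CPD replicate 1 or 3 as the partner it is argued against, since a response to MTMT would then be found in that partner, and the log2 change of *Olfr1295* there was -0.32 and -0.10, against 1.87 here; the ORs leading in 10 mM MTMT replicate 2 had a median of 0.08 and 0.32 in those libraries and 1.71 here, with 20 of 20 raised. With CPD replicate 2, which carries such a response itself, an exchange cannot be told apart from correct labels, since both lists were raised here. The 20 ORs leading at 100 μM MTMT had a median of 0.18 here, at percentile 100.0 of random lists. In CPD replicate 3 they had 0.20, at percentile 95.74. The list of ORs leading in CPD, led by CPD replicate 2, had 1.25 here, also at percentile 100.0. Of the lists from the other CPD libraries, that of replicate 1 gave -0.60 here (percentile 11.2 of random lists) and that of replicate 3 -0.07 (percentile 99.3). *Olfr541* took 0.148% and 0.254% of OR reads in CPD replicates 1 and 3, so exposure to CPD as in those mice would not give its level here. *Olfr235* had 26 reads here (0.0286%), against 1.04% and 0.426% of OR reads in those libraries and 0.0432% in CPD replicate 2. No biological explanation was tested.

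*Olfr235* had 263 reads in CPD control replicate 1, against 24 and 35 in the other 2 controls. Reads of a CPD library mixed into it are argued against: those of CPD replicate 1 would have to make up 0.46 of the library and would bring *Olfr1437* to 0.351% of OR reads, while it had 0.0359% (95% Wilson interval 0.0230% to 0.0561%), those of CPD replicate 3 would need a share of 1.19, and CPD replicate 2 had less *Olfr235* than this control. The log2 change of *Olfr1437* in this control was -0.19, against 4.02, 1.27 and 1.06 in the CPD libraries, but exposure to CPD cannot be told apart from other sources, since the response differs so much between the 3 exposed mice that a weaker one stays open. No biological explanation was tested.

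ORs called together often lie near each other. Within 100 kb of another called OR lay 81 of 112 higher ORs after 100% SBT (p = 0.0001 by a permutation test with 10000 random lists of ORs, the smallest they can give), 6 of 9 after 2,5-DMP (0.0006), 3 of 6 after DHB (0.0032), 7 of 19 after (E)-β-farnesene (0.0135) and 3 of 9 after 1% SBT (0.0191). The position of ORs in genomic clusters alone would give as many in random lists, which the largest of these 5 values, 0.0191, argues against. At 0.01% SBT, 2 of 5 lay so, with p = 0.0604 in the same permutation test, which clusters alone may explain. Taken over all 95 such ORs, reads shared between paralogs are argued against by the median share of 50-base stretches found in another OR, 3.24% (2.41% over all ORs). Of these ORs 0 reached 50% and the highest was 34.7% (*Olfr203*). For the small groups this median cannot decide, since most of the 95 come from 100% SBT. The share was 17.2% for *Olfr205*, 10.9% for *Olfr204* and 6.67% for *Olfr206* after DHB, and 17.8% for *Olfr910* and 6.17% for *Olfr912*. After 2,5-DMP the neighbours had 0.03% to 4.51%. Related receptors with related ligands remain a hypothesis.

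After 100% SBT, 8 ORs were lower; without control replicate 1, 100% SBT replicate 1 or 100% SBT replicate 3, 3, 2 and 4 were. Scaling over OR genes when many ORs rise together could lower the others, and 1 of the 8 was still past 0.05 with whole-library scaling. As the whole source it is argued against, since all 8 kept a negative log2 fold change there, from -2.03 to -0.80, each at least 2.19 standard errors below 0, and all 8 were past 0.05 with the replicate block and the likelihood ratio test added to that scaling and below an FDR of 0.05 in the authors' deposited comparison. A part added by scaling cannot be told apart from none, since the number past 0.05 goes both ways over these settings. No biological explanation was tested.

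Between 0.01% and 1% SBT, which have separate controls, 4 of the higher ORs were shared (*Olfr196*, *Olfr910*, *Olfr912* and *Olfr921*) where 0.04 were expected by chance (Fisher's exact test, p = 1.29e-08, Benjamini-Hochberg adjusted p = 2.71e-07 over 21 pairs of comparisons with called ORs). Between 0.01% and 100% SBT 3 were shared (Fisher's exact test, p = 0.0102, adjusted p = 0.0546). The 7 shared by 1% and 100% SBT were called against the same controls, which alone make log2 fold changes correlate: the correlation was 0.466, against a mean of 0.530 (highest 0.577) in 20 simulations of shared controls without an odor effect, and lists of as many leading ORs shared 5.95 ORs on average and at most 8, with 7 or more in 10 of 20. From the size of the overlap alone, shared controls thus cannot be told apart from a response common to both doses, since simulations without an odor effect reach it. For 6 of the 7 ORs, low values in the shared controls are argued against: *Olfr186*, *Olfr196*, *Olfr376*, *Olfr910*, *Olfr921* and *Olfr1353* had a higher mean share there than in each of the other 6 control groups (log2 difference from their median 0.33 to 0.65), and all 6 mice exposed to 1% or 100% SBT lay above all 18 other control mice. *Olfr914* had a lower one (-0.60), and 4 of 6 mice lay above. Of the 7, *Olfr196*, *Olfr910* and *Olfr921* were also called at 0.01% SBT.

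For each comparison, the 6 libraries can be split into groups of 3 in 10 ways, the real one included. The real split gave the most changed ORs, 1 of 10, for 0.01% SBT, 1% SBT, 100% SBT, 100 μM MTMT, (E)-β-farnesene, DHB and 2,5-DMP, and the largest count among the other splits was 4, 0, 0, 1, 0, 2 and 1. The share of splits is never under 0.1, so these counts by themselves cannot exclude chance. For 10 mM MTMT, β-caryophyllene and CPD, edgeR's quasi-likelihood test gave 0 ORs with the real split (69, 51 and 40 with an unadjusted p below 0.05; 15, 0 and 1 by DESeq2), so that 10 of 10 splits give as many whatever the data, which says nothing about chance; the largest count of the other splits was 0, 0 and 2.

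In the authors' deposited comparison for 2-heptanone, whose per-sample columns were not used, 9 ORs are below an FDR of 0.05, 6 higher and 3 lower. With the Benjamini-Yekutieli adjustment there are 7, with a threshold of 0.01 there are 7, and among the upper part by abundance there are 12.

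The authors' log2 fold changes were closer to a fit with the replicate number as a block than to one without in 10 of 10 comparisons, with median absolute differences of 0.0034 to 0.032 against 0.025 to 0.059, both with the added whole-library scaling and the likelihood ratio test. With the block 331 changes were called, 286 of them among the authors' 305, and without it 260, with 234 among them.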
